# scChIX-seq infers dynamic relationships between histone modifications in single cells

**DOI:** 10.1038/s41587-022-01560-3

**Published:** 2023-01-02

**Authors:** Jake Yeung, Maria Florescu, Peter Zeller, Buys Anton de Barbanson, Max D. Wellenstein, Alexander van Oudenaarden

**Keywords:** Histone post-translational modifications, Machine learning, Histone analysis

## Abstract

Regulation of chromatin states involves the dynamic interplay between different histone modifications to control gene expression. Recent advances have enabled mapping of histone marks in single cells, but most methods are constrained to profile only one histone mark per cell. Here, we present an integrated experimental and computational framework, scChIX-seq (single-cell chromatin immunocleavage and unmixing sequencing), to map several histone marks in single cells. scChIX-seq multiplexes two histone marks together in single cells, then computationally deconvolves the signal using training data from respective histone mark profiles. This framework learns the cell-type-specific correlation structure between histone marks, and therefore does not require a priori assumptions of their genomic distributions. Using scChIX-seq, we demonstrate multimodal analysis of histone marks in single cells across a range of mark combinations. Modeling dynamics of in vitro macrophage differentiation enables integrated analysis of chromatin velocity. Overall, scChIX-seq unlocks systematic interrogation of the interplay between histone modifications in single cells.

## Abstract (web summary)

Analysis of two histone marks in single cells reveals interplay between modifications.

## Main

Gene expression in animals relies on epigenetic marks such as histone modifications to regulate the accessibility and function of the genome in different cell types^1^. Large-scale efforts characterizing different histone modifications in a variety of cell populations commonly use chromatin immunoprecipitation followed by sequencing (ChIP–seq)^2–8^. Alternative strategies to ChIP–seq based on enzyme tethering (chromatin immunocleavage, ChIC) have reduced the background signal in profiling the epigenome^9^, and have enabled single-cell profiling of histone modifications^8,10–19^. Tethering strategies involve incubating cells with an antibody against a histone modification of interest, which then tethers either protein A-MNase^10,12,18,19^ or protein A-Tn5^11,13–17^ fusion protein to generate targeted DNA fragments in single cells. However, most experimental techniques to map single-cell histone modifications are limited to only one histone modification per single cell.

We present an integrated experimental and computational framework for multiplexing histone modifications in single cells. To profile two histone modifications in single cells (Fig. 1a), we first generate three genome-wide sortChIC^18^ datasets: two datasets by incubating cells with one of the two histone modification antibodies separately (single-incubated; Fig. 1b), and the third by incubating cells with both histone modification antibodies together (double-incubated; Fig. 1b). We then use our two single-incubated datasets as training data to generate the possible pairs of genome-wide histone modification profiles that, when added together, fit to a single-cell profile from the double-incubated dataset (Fig. 1c). For each double-incubated cell, we then deconvolve the multiplexed data by probabilistically assigning each fragment back to their respective histone modification.

**Fig. 1:**
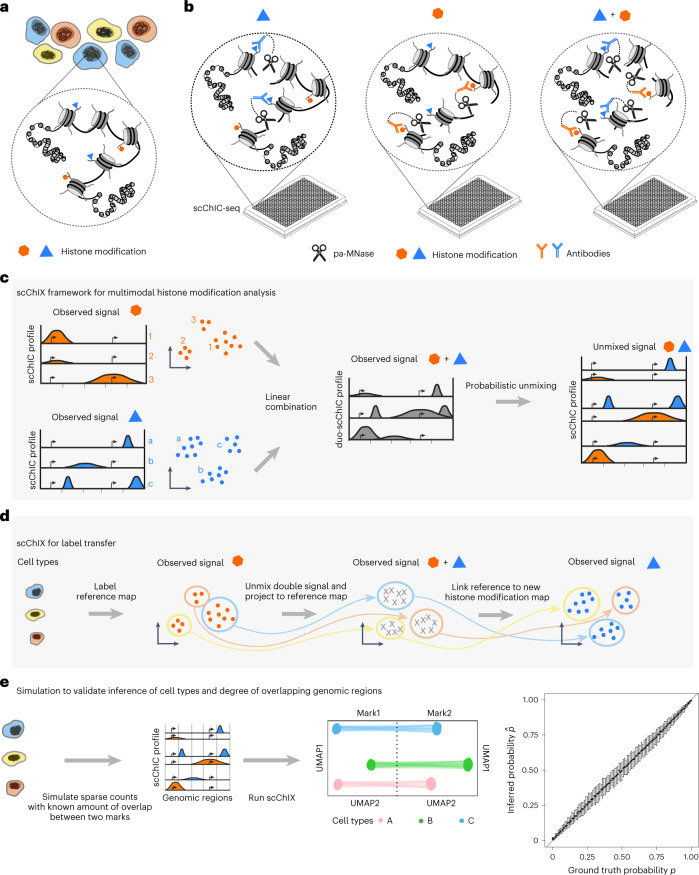
Overview of the scChIX-seq method. **a**, Chromatin regulation of different cell types (different colored cells) is regulated in part through several histone modifications (two histone modifications shown as an example). **b**, scChIX-seq uses three sortChIC antibody incubation conditions: two conditions each target a single histone modification (single-incubated) only and the third condition targets both histone modifications simultaneously (double-incubated). **c**, Schematic of scChIX-seq for deconvolving multiplexed histone modifications. The two single-incubated sortChIC datasets (one targeting an orange histone modification, the other a blue modification, each modification reveals three clusters) are training data to define the possible pairs of histone modification distributions that can be combined to generate a hypothetical double-incubated cell. For each observed double-incubated cell, we then assign the cell to the most probable pair of cell states, one from each histone modification. We then probabilistically assign each pA-MNase cut into their respective histone modification. Cartoons represent genome-wide distribution of histone modification signals in different modifications and cell types; *x* axes represent genomic distance, and vertical ticks are arbitrary distance markers. **d**, Label transfer allows joint analysis of two single-incubated sortChIC datasets targeting functionally distinct histone modifications. Information derived from one histone modification, such as cell types, histone mark levels and pseudotime, can be transferred to another histone modification using the double-incubated cells as a link. **e**, Simulation study shows that scChIX-seq can unbiasedly assign reads to each mark regardless of the amount of overlap there is between the two marks across the genome. *x* axis of cartoon genome-wide distributions (middle-left) is genomic distance. Right: ground truth probabilities versus inferred probabilities from scChIX. *p* is the expected fraction of double-incubated reads in a genomic locus that belongs to mark 1. $$\hat{p}$$ is the estimate of the probability; *n* = 101 simulation datapoints spread evenly between 0 and 1 inclusive. Error bars are 95% CI, centers are the mean.

scChIX-seq links single-cell maps of different histone modifications, revealing relationships between histone modifications in single cells. In these linked maps, information derived from one chromatin state, such as cell types, histone mark levels and pseudotimes, can transfer to another chromatin state (Fig. 1d), unlocking joint analysis of several histone modifications in single cells. We first validated scChIX-seq using simulation, purified blood cell types and whole bone marrow. We then applied scChIX-seq to two complex biological systems, one in mouse organogenesis to uncover orthogonal dynamics in H3K36me3 and H3K9me3, and the other in macrophage in vitro differentiation to reveal coordinated dynamics between H3K4me1 and H3K36me3.

## Results

### Benchmarking across histone modification relationships

To test whether scChIX-seq is accurate for histone modification patterns that are mutually exclusive as well as highly overlapping, we apply scChIX-seq to simulated single-cell data with known amounts of overlap to benchmark our method across different overlapping patterns between histone modifications. We simulate single-cell histone modification data by modifying simATAC^20^ to generate sparse count data from different overlapping patterns from the same cell (Fig. 1e and Extended Data Fig. 1a,b; Methods). Our simulations span three scenarios to cover varying degrees of overlapping patterns (Extended Data Fig. 1c). (1) Mutually exclusive scenario with only 1% of loci overlapping. (2) Intermediate scenario with 50% of loci overlapping. (3) Correlated scenario with 99% of loci overlapping. In these simulations, we provide a ground truth parameter *p* for each genomic locus and then estimate this parameter using our statistical framework to assess the uncertainty in our inferences. Here, *p* is the expected fraction of double-incubated reads in a locus that belongs to a reference histone modification (that is, *p* = 0.5 if locus is exactly overlapping, *p* = 1 or 0 if locus is exactly mutually exclusive). Applying scChIX-seq to each scenario, we find that the distribution of our estimates $$\hat{p}$$ across all loci are comparable with the ground truth distribution of *p* (Extended Data Fig. 1c,d). Furthermore, scChIX-seq accurately recovers the different cell types underlying the simulated data, and links the two histone modification landscapes into a joint uniform manifold approximation and projection (UMAP) (Extended Data Fig. 1e). Summarizing the three scenarios, scChIX-seq can estimate *p* accurately for all degrees of overlap, with confidence intervals (CI) better than $$\hat{p}\pm 0.05$$ (Fig. 1e (right) and Extended Data Fig. 1f). Our simulation study confirms that scChIX-seq is accurate in inferring several histone modifications in single cells in both mutually exclusive as well as overlapping histone modification patterns.

### Validating with ground truth data from purified cell types

To validate our method experimentally, we generate a ground truth sortChIC dataset by purifying three known cell types from mouse bone marrow: B cells, granulocytes and natural killer (NK) cells, using fluorescence-activated cell sorting (FACS) and applying scChIX-seq (Methods). Of note, the sortChIC method is designed to integrate FACS with histone modification mapping^18^, so we can enrich for a cell type and map histone modifications in one workflow. We split bone marrow cells into three technical batches: one batch incubated with anti-H3K27me3 antibody alone (single-incubated), one with anti-H3K9me3 alone (single-incubated) and the third with both anti-H3K27me3 and anti-H3K9me3 antibodies together (double-incubated, H3K27me3+H3K9me3). We then sorted cells into 384-well plates, each plate containing all three cell types, and generate targeted cut fragments (Extended Data Fig. 2a,b). 

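SortChIC guides micrococcal nuclease to a histone modification with an antibody and sequences the cuts of single cells sorted into wells. H3K27me3 marks genes silenced by Polycomb, and H3K9me3 marks heterochromatin that is poor in genes. For each antibody alone, 3 plates held 240 B cells, 240 granulocytes and 240 NK cells, which differ in lineage: B cells make antibodies, granulocytes are short-lived myeloid cells and NK cells are cytotoxic innate lymphocytes. The authors aligned the reads to the mouse genome and counted unique cuts at a mapping quality of at least 40 in 50 kb bins. H3K27me3 gave 26854916 counts in 720 cells and H3K9me3 gave 12189452 counts in 720 cells, with all wells kept here. Of these cells, 566 and 506 held at least 1000 counts. The median H3K27me3 count per cell was 7769 in B cells, 14624.5 in granulocytes and 40371 in NK cells, so depth differed between the types. For H3K9me3 these medians lay between 11154 and 12439.5 counts. For the 290 double-incubated cells, the data were the authors' fitted p of each cell in 8888 bins, and the raw counts of these cells were not used here. Under the paper's model the logit of p in cells of one cluster pair differs only by a constant, and this property returned the cluster pair of every cell without a new fit. Each cell type was sorted from a single preparation, so cells are not biological replicates. Plates of each antibody alone were labelled either MNctrl or EndAllAB, and the effect of this difference was not tested. Counts were summed per type and scaled to the total of the type as CPM, counts per 1e6 counts. Intervals in brackets are exact Poisson intervals of counts or Clopper-Pearson intervals of shares at 95%, and they cover counting error only.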

We chose H3K27me3 and H3K9me3 because they have been shown to have a mutually exclusive relationship^21^, allowing us to verify whether we can infer the correct cell type as well as the generally mutually exclusive relationship. Of note, although H3K27me3 and H3K9me3 are known to be nonoverlapping, it is unclear how this relationship precisely changes to make cell-type-specific patterns at different loci, and therefore modeling the two relationships is still needed to accurately infer the two chromatin profiles in individual cells.

From the double-incubated data alone, we would not know which cut fragments correspond to H3K27me3 and which to H3K9me3, but would observe only a superposition of the two profiles. We therefore used the single-incubated sortChIC data to train a statistical model of how cells from the same cell type combine their H3K27me3 and H3K9me3 profiles to generate double-incubated cut fragments. This model was then used to deconvolve the single-cell multiplexed signal into their respective histone modifications (Methods).

To learn an interpretable latent space for H3K27me3 and H3K9me3, we applied latent Dirichlet allocation (LDA)^22,23^ to the single-incubated H3K27me3 and H3K9me3 datasets, which factorizes count matrices based on a multinomial model (Methods). (Extended Data Fig. 2c,d). LDA learns cell-type-specific vectors of probabilities. These parameters model the probability that a cut fragment would fall into a specific genomic region. These probabilities can therefore be interpreted as genome-wide histone modification distributions that depend on cell type, and each cell generates a high-dimensional sparse count vector with *n* total fragments by drawing *n* independent trials from these multinomial distributions.

Demultiplexing the double-incubated data involves two steps. First, we used the training data to infer which genome-wide H3K27me3 distribution was added to which H3K9me3 distribution to generate a linear combination of two distributions (H3K27me3+H3K9me3). Second, we probabilistically assigned each double-incubated cut fragment to either H3K27me3 or H3K9me3, given that we know the underlying linear combination of the two profiles.

The deconvolved H3K27me3+H3K9me3 data generated two sets of cuts for each cell: one set coming from H3K27me3 and the other from H3K9me3. We projected the two sets of cuts onto the H3K27me3 or H3K9me3 latent space (learned from LDA), respectively (Fig. 2a). Since each deconvolved cell has a set of cuts in H3K27me3 and H3K9me3 simultaneously, we can link the UMAPs together, creating a joint chromatin regulation space (Fig. 2a).

**Fig. 2:**
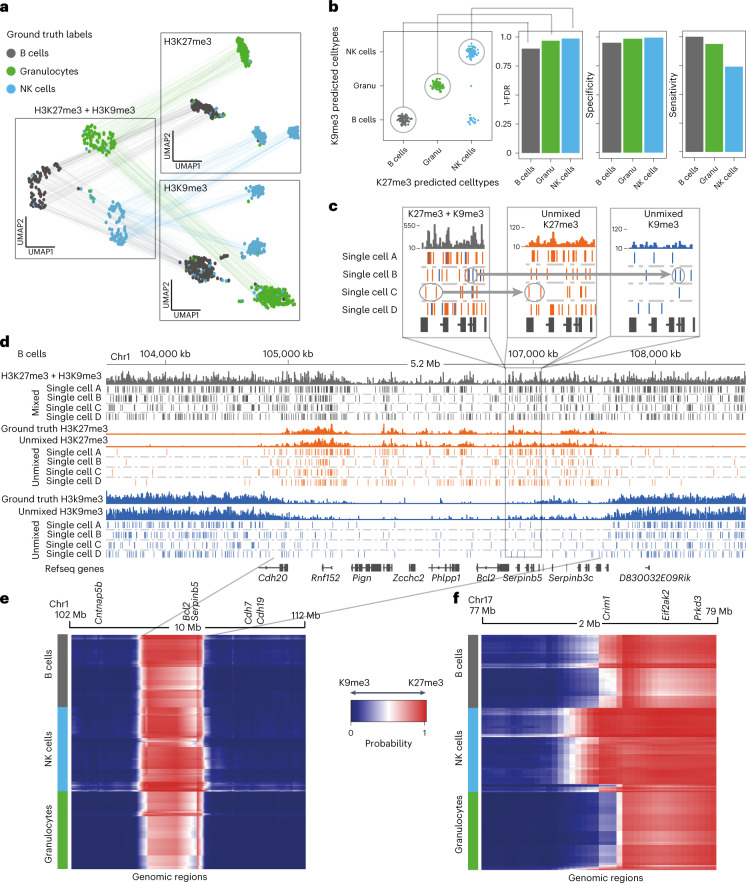
scChIX-seq accurately deconvolves multiplexed histone modifications in single cells. **a**, UMAP representation of the H3K27me3 (*n* = 367) and H3K9me3 (*n* = 376) histone modification space derived from the two single-incubated datasets (right two panels), and the H3K27me3+H3K9me3 space (left panel, *n* = 290) derived from the double-incubated data. Cells are colored by their ground truth cell-type labels. The cells in the H3K27me3- and H3K9me3-only space have unmixed double-incubated cells whose deconvolved signal has been projected onto their respective UMAPs. Lines connecting across datasets connect where each double-incubated cell is located in each of the three histone modification space. **b**, Matrix summarizing the cluster pair that scChIX-seq selected for each double-incubated cell. Cells along the diagonal are predicted to be B cells, granulocytes and NK cells, respectively. Cells in the off-diagonal are false negatives. Barplots summarizing FDR, sensitivity and specificity of assigning each cell type (right). **c**, Zoom-in coverage plot and single-cell cut fragments in B cells of mixed (H3K27me3+H3K9me3, gray bars), unmixed (H3K27me3 and H3K9me3, orange and blue bars). Positions of cut fragments are shown for four single cells (single cells A, B, C and D) for H3K27me3+H3K9me3 signal (gray ticks) as well as their unmixed outputs (orange and blue ticks). Circled reads and arrow highlight examples of cut fragments being assigned to either H3K27me3 (orange) or H3K9me3 (blue). **d**, Zoom-out of the *Serpinb5* locus. Cut fragments from H3K27me3+H3K9me3 are colored based on whether they have been assigned to H3K27me3 (orange) or H3K9me3 (blue). Ground truth coverage are single-incubated sortChIC data targeting H3K27me3 (orange) and H3K9me3 (blue). **e**, Heatmap of probabilities *p* of assigning reads to H3K27me3 (*p* = 1, red) or H3K9me3 (*p* = 0, blue) around the *Bcl2* locus. Rows are single cells (ordered by predicted cell type), columns are genomic regions (50 kb bins). Transitions between H3K9me3- and H3K27me3-marked chromatin states are independent of cell type. **f**, Same as **e** but at the *Crim1* locus, where transitions from H3K9me3 to H3K27me3 (blue to red) are cell-type specific.

The double- and single-incubated cells in the H3K27me3 and H3K9me3 UMAPs intermingle, suggesting that the model accurately assigns cut fragments to their respective histone modification (Extended Data Fig. 2e,f). 

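Polycomb silences different genes in each blood lineage, and the H3K27me3 profiles of B cells, granulocytes and NK cells differed from one another more than their H3K9me3 profiles did. Between types, Pearson's r of log CPM of the single-incubated sums across 50198 bins was 0.867 to 0.917. Between plates of one type it was 0.891 to 0.970. The mean logit of p in the double-incubated cells of a type was then compared across bins with the log2 ratio of each H3K27me3 sum to each H3K9me3 sum, which the model equates with it up to a constant. For matched types r was 0.994 in B cells, 0.991 in granulocytes and 0.993 in NK cells. Exchanging only the H3K27me3 sum for that of another type lowered r to between 0.940 and 0.962. The authors' model builds p from single-incubated profiles, so a high r for the matched type holds by construction and is no check of the deconvolution, and the lower values measure how the single-incubated sums differ. Deconvolved counts of these cells were not analysed here.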

Comparing the H3K27me3 deconvolved pseudobulk signal with our ground truth single-incubated pseudobulk shows high correlation for the expected cell type, and lower for the other two cell types (Extended Data Fig. 2g). 

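H3K9me3 lies over large domains that blood cells share, and its profile separated the 3 lineages less. The single-incubated H3K9me3 sums of different types had r between 0.920 and 0.940 across 50776 bins. Plates of one type ranged lower, from 0.689 to 0.924, with the lowest values in every type for comparisons with the first plate. Exchanging only the H3K9me3 sum in the comparison with p lowered r to between 0.970 and 0.981, a smaller loss than for H3K27me3. With both sums taken from a wrong type, the lowest r was 0.895, for granulocytes predicted from NK cell sums.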

The H3K9me3 deconvolved pseudobulk signal also shows highest correlation with the expected cell type, with lower correlation from other cell types (Extended Data Fig. 2h). Finally, we compared the fragments per cell obtained from scChIX-seq versus multi-CUT&TAG^24^, and found that scChIX-seq achieves higher sensitivity than multi-CUT&TAG (Extended Data Fig. 2i). Overall, our ground truth dataset demonstrates that scChIX-seq is accurate and sensitive in assigning cut fragments to their respective histone modification.

To quantify the accuracy of scChIX-seq in selecting the correct H3K27me3-H3K9me3 cluster pair to mix together, we color each cell by its ground truth label and plot its inferred H3K27me3-H3K9me3 pair on a two-dimensional (2D) grid (Fig. 2b, left). 

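Of the 3 pairs that join clusters of a single type, the B cell pair took in the most cells sorted as another type. A pair here can join several fitted pairs of one name, such as 62 and 38 cells for B cells and 40, 34, 3 and 1 for NK cells. The pair of B cell clusters held 100 cells, of which 90 had been sorted as B cells, 4 as granulocytes and 6 as NK cells. Thus 10.0% (4.90 to 17.6) were wrong. The pair of granulocyte clusters held 93 cells with 3 wrong, or 3.23% (0.670 to 9.14). The pair of NK cell clusters held 78 cells with 1 wrong, or 1.28% (0.0325 to 6.94). The intervals of the 3 types overlap. Another 18 cells, 1 granulocyte and 17 NK cells, received the NK cell cluster of H3K27me3 with the B cell cluster of H3K9me3 and are not counted in these shares. Of the 10 wrong B cell calls, 8 came from a single plate and the other plates gave 1 each. Sort labels were taken from the well positions of the plates, and an error in sorting would count here as a wrong call.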

The false discovery rates (FDRs) of scChIX-seq predicting B cells, granulocytes or NK cells are 10%, 3% and 1%, respectively (Fig. 2b, right). Similarly, scChIX-seq has high specificity and sensitivity in inferring the correct cluster pairs (Fig. 2b, right).

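Cells that missed their own pair were mostly NK cells, 27 of 104, against 6 of 96 granulocytes. No B cell was lost, so the sensitivity was 100% (96.0 to 100) for B cells. It was 93.8% (86.9 to 97.7) for granulocytes and 74.0% (64.5 to 82.1) for NK cells. Specificity was 95.0% (91.0 to 97.6), 98.5% (95.5 to 99.7) and 99.5% (97.0 to 100) in the same order. Most of the NK cells that missed their pair did so on its H3K9me3 side alone. Another 6 NK cells in the B cell pair and 3 in the granulocyte pair were wrong on both sides. With the H3K27me3 cluster alone, NK cell sensitivity was 91.3%, still the lowest of the types. The paper concludes that scChIX-seq assigns cut fragments to their modification accurately from UMAPs, correlations of deconvolved sums and a comparison with multi-CUT&TAG, and from the pairs it states the specificity and sensitivity of inferring them.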

Next, scChIX-seq assigns each double-incubated cut fragment to either H3K27me3 or H3K9me3 (Fig. 2c; Methods). 

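At both loci B cells carry the 2 marks side by side. Bcl2 encodes an inhibitor of apoptosis and lies on chromosome 1 of GRCm38 from 106538178 to 106714274. Crim1, a transmembrane regulator of growth factors, lies on chromosome 17 from 78200248 to 78376592. In single-incubated B cells, H3K27me3 was 453 (444 to 462) CPM per Mb between 104.95 and 107.65 Mb around Bcl2 and 55.1 and 53.3 CPM per Mb in the flanks to its left and right. H3K9me3 showed the reverse, with 160 (152 to 168) CPM per Mb in the middle and 1206 and 1147 in the flanks. Around Crim1, B cell H3K27me3 was 406 CPM per Mb from 78.2 to 79 Mb and 72.8 CPM per Mb from 77 to 77.8 Mb. B cell H3K9me3 was 91.2 and 973 CPM per Mb in these parts. Parts were divided where p of the double-incubated cells crosses 0.5, and p is itself built from single-incubated profiles, so the contrast between parts is no separate evidence for the borders. These are single-incubated sums, since the deconvolved tracks of the figure were not analysed here.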

The deconvolved B cell repressive landscapes correspond with their respective ground truth, exemplified in the *Bcl2* (Fig. 2d) and *Crim1* (Extended Data Fig. 3a) locus. 

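H3K27me3 over the B cell, neutrophil and innate lymphocyte markers set beforehand was lowest in B cells, granulocytes and NK cells, in that order, though by little over the neutrophil list. The B cell list had 19.7 CPM per bin in B cells, 50.6 in granulocytes and 42.7 in NK cells, the neutrophil list 45.1, 35.2 and 37.1, and the innate lymphocyte list 42.4, 51.2 and 26.0. The list of early B cells had no such split, with 35.6, 38.3 and 31.3. H3K27me3 was low in B cells and high in the other types at Pax5, Ebf1 and Blnk, which set up B cell identity and antigen receptor signalling. Pax5 (chromosome 4, 44524757 to 44710487) had 14.7 (13.6 to 16.0) CPM per bin in B cells, 59.3 (56.3 to 62.3) in granulocytes and 56.2 (54.4 to 58.0) in NK cells. The inflammatory gene S100a8 (chromosome 3, 90668978 to 90670035) and the receptor gene Csf3r were lowest in granulocytes. Eomes and Tbx21, transcription factor genes of cytotoxic lymphocytes, were lowest in NK cells, with 15.1 (13.7 to 16.6) CPM per bin at Tbx21 (chromosome 11, 97098071 to 97115331) against 52.0 (48.5 to 55.6) in B cells. The Hox genes followed no such split and were highest in granulocytes, at 203 CPM per bin. Of bins with at least 20 counts, 35 were at least 4-fold above both other types in B cells, 78 in granulocytes and 136 in NK cells for H3K27me3. Of the 8 highest of them in B cells, 6 lie among kappa light chain V segments (chromosome 6, 68100001 to 70050000), a locus that B cells use. Of the 8 highest in granulocytes, 2 hold Gimap genes of lymphocyte survival, 1 holds Irf8 (chromosome 8, 120736358 to 120756694), which drives monocyte and dendritic cell fate, 2 hold the adhesion receptor gene Adgrl3, 1 holds Lars2 and Limd1, and 2 on chromosome X had no gene in the annotation used for bins. That annotation also named no gene in the bins among kappa V segments, so genes in the chromosome X bins are not excluded. The Gimap and Irf8 bins were singled out after their values were seen. The Irf8 bin had 118 (109 to 128) CPM in granulocytes, 12.9 in B cells and 12.6 in NK cells. For H3K9me3 these counts were 7 bins in B cells, 0 in granulocytes and 336 in NK cells. The NK cell bins rest on few cells: 5 of 240 cells held 55.9% of their counts, and without these cells 31 bins remained. One pool per type allows no test.

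**Figure D1:**
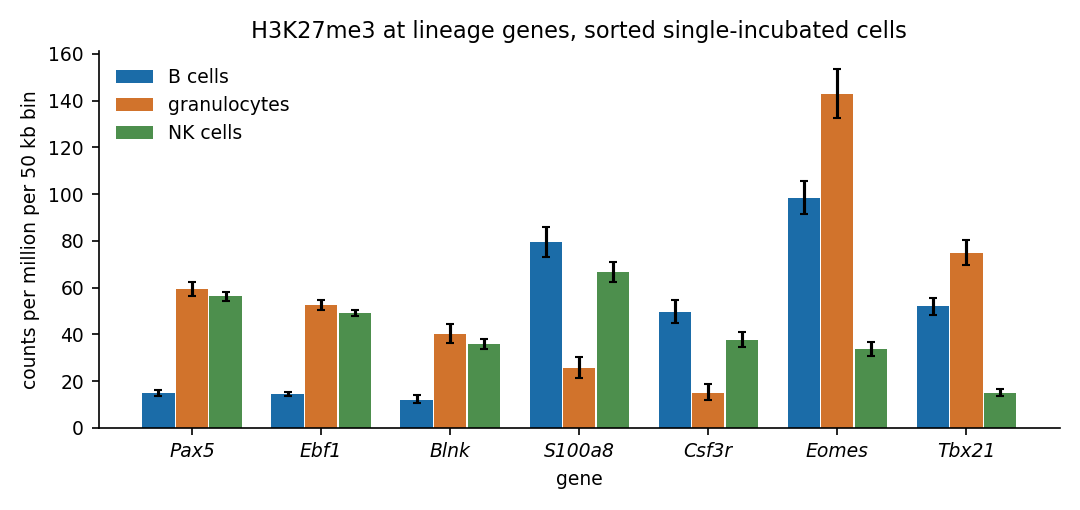
H3K27me3 CPM per 50 kb bin (y axis) at 7 lineage genes (x axis) in single-incubated B cells, granulocytes and NK cells, with 95% Poisson intervals of the counts as error bars. At Pax5 the bars stand at 14.7, 59.3 and 56.2, and at Tbx21 at 52.0, 75.0 and 15.1.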

We also find cell-type-specific signal in H3K27me3 (Extended Data Fig. 3b) and H3K9me3 signal (Extended Data Fig. 3c).

Our model infers *p*, the expected fraction of double-incubated fragments at a locus that belongs to H3K27me3. That is, *p* = 0 if all fragments belong to H3K9me3 and *p* = 1 if they all belong to H3K27me3. 

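By p, few fitted regions of these cells carried both marks in equal shares, and p of granulocytes leaned more to H3K9me3 than that of NK cells. Over the 8888 fitted bins, p averaged over the cells of a type was under 0.1 in 19.2% of bins and at least 0.9 in 33.2% in B cells. In granulocytes these shares were 29.1% and 26.8%, and in NK cells 10.9% and 51.7%. The 2 ends together held 52.4%, 55.9% and 62.6% of bins. The class at a limit of 0.5 was H3K9me3 in all 3 types for 2375 bins and H3K27me3 in all for 4515, and it differed in 1998 bins. No bin passed from one end to the other between types. In the model, p also follows the overall share of H3K27me3 cuts in a cell. Left of Bcl2, single-incubated H3K27me3 was highest in granulocytes, at 74.8 CPM per Mb against 55.1 in B cells and 47.2 in NK cells. Yet p in the bin at 102400000 was 0.00486 in granulocytes, 0.0384 in B cells and 0.0351 in NK cells. The lean of a type is thus not separated from its overall share. The fitted bins are those the authors kept, and shares over the interpolated bins are lower.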

Plotting these probabilities across all loci reveals a bimodal distribution with peaks near 0 and 1 (Extended Data Fig. 3d). Classifying these loci as H3K9me3-specific (*P* < 0.5) or H3K27me3-specific (*P* ≥ 0.5), we compare the GC content and distance to transcription start site (TSS) of the two classes of loci (Extended Data Fig. 3e,f). 

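H3K9me3 regions of B cells were poor in G and C and far from genes. The 3326 bins with a mean p under 0.5 had a median GC content of 38.8% and a median distance of 273 kb to the nearest TSS of a protein-coding gene. The 5562 bins with a higher p had 43.3% and 45.0 kb. GC content and TSS positions come from GRCm38. Neighbouring bins share sequence and domain, so the values are given without a test.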

We find H3K9me3-specific regions to have lower GC content and increased distance from TSSs compared with H3K27me3-specific regions. 

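Granulocytes and NK cells showed the same contrast as B cells, at similar size. In granulocytes the 4169 H3K9me3-specific bins had a GC content of 39.2% and lay 239 kb from a TSS, against 43.9% and 36.1 kb in 4719 H3K27me3-specific bins. In NK cells 2449 and 6439 bins gave 38.3% against 42.9% and 338 kb against 54.2 kb. NK cells had the fewest H3K9me3-specific bins, and these lay farthest from genes. The number of such bins also follows the overall share of H3K27me3 cuts in the cells of a type. Most bins are classed alike in all 3 types, so the types are not independent tests of the contrast.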

Of note, we observe this difference across all three cell types, suggesting that GC-poor and gene-poor regions of the genome is a general feature of H3K9me3-specific regions^21^.

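Around Bcl2, every double-incubated cell passed from H3K9me3 to H3K27me3 and back. Across the 41 fitted bins of the window on chromosome 1, all 90 B cells crossed p of 0.5 upward at a median of 104.925 Mb and downward at 107.625 Mb. All 96 granulocytes and all 104 NK cells crossed in both directions too. Granulocytes crossed 4 times in the median cell, against 2 in B cells and NK cells. All cells of a pair share one fitted profile up to a shift, so this uniformity within a type is a property of the model and is not evidence cell by cell.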

Summarizing these probabilities in single cells along the genome as a heatmap, the *Bcl2* locus reveals the mutual exclusive relationship between H3K27me3 and H3K9me3, where the chromatin state is predominantly H3K9me3, then switches to H3K27me3, and then switches back to H3K9me3 (Fig. 2e). 

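At a limit of p of 0.5, the right border of the Bcl2 domain stood at the same place in the 3 lineages, while the left border of granulocytes lay farther right. The median left crossing was at 104.925 Mb in NK cells, as in B cells, and at 105.175 Mb in granulocytes, 250 kb away. This shift was 0 at a limit of p of 0.4 and 325 kb at 0.6, so it depends on the limit chosen. The right border depends on it too: that of granulocytes lay -175 kb from that of B cells at 0.6, and in the interpolated matrix the shifts were -25 kb in granulocytes and 50 kb in NK cells. In the single-incubated sums, H3K27me3 between the borders was 368 CPM per Mb in granulocytes and 410 in NK cells. H3K9me3 there was 147 and 192 CPM per Mb. Fitted bins are sparse in this window, which limits the position of a border to the distance between neighbouring bins.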

For *Bcl2*, these transitions occur at the same location independent of the cell type. However, we also find that these transitions can be cell-type specific, as exemplified by the *Crim1* locus (Fig. 2f), where the H3K27me3 region extends further upstream of *Crim1* in NK cells compared with B cells and granulocytes. 

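NK cells carried more H3K27me3 and less H3K9me3 than the other lineages just upstream of Crim1. In the single-incubated sums, H3K27me3 between 77.8 and 78.2 Mb was 617 (596 to 638) CPM per Mb in NK cells, 338 (318 to 358) in B cells and 226 (206 to 248) in granulocytes. H3K9me3 there was 249 (225 to 275), 380 (350 to 411) and 407 (377 to 438) CPM per Mb in the same order. The crossing of p of 0.5 lay at a median of 77.775 Mb in NK cells, 78.0 Mb in B cells and 78.175 Mb in granulocytes, among 10 fitted bins. To the right of 78.2 Mb, over the gene, the H3K27me3 sums of the types were alike, at 388 to 406 CPM per Mb. Since p is built from single-incubated profiles and the parts were cut where p crosses 0.5, these sums show what lies behind the shift and do not test it independently. From the change of border between types, the paper states that transitions between the marks can be specific to a cell type.

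**Figure D2:**
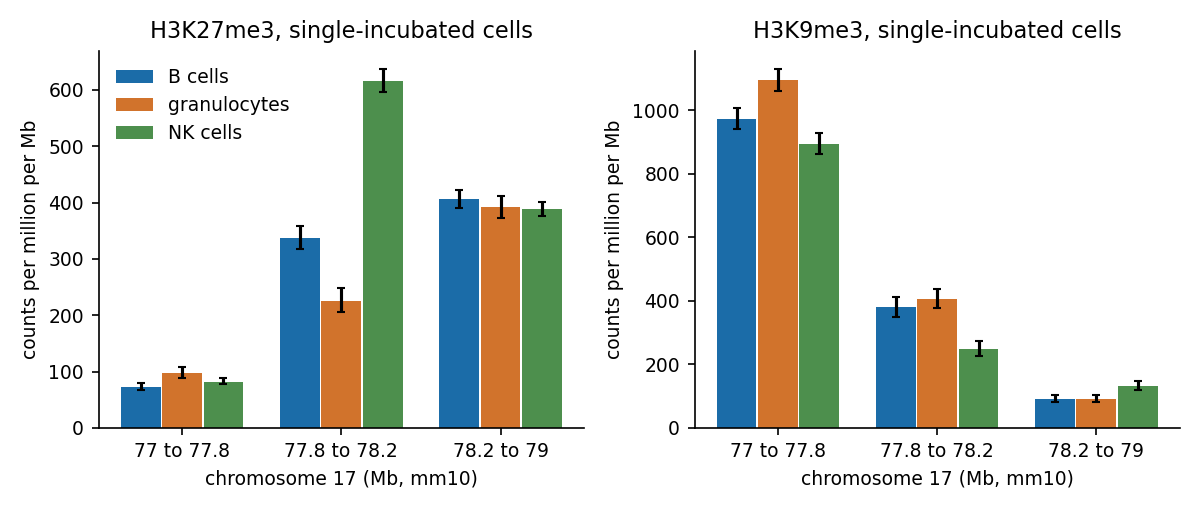
H3K27me3 and H3K9me3 CPM per Mb (y axis) in 3 parts of the Crim1 region of chromosome 17 (x axis) in single-incubated B cells, granulocytes and NK cells, with 95% Poisson intervals of the counts as error bars. In the part from 77.8 to 78.2 Mb, H3K27me3 is 617 in NK cells, 338 in B cells and 226 in granulocytes.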

Our ground truth experiment demonstrates that scChIX-seq can accurately map two histone modifications in single cells, and the inferred probabilities can be biologically interpreted as relationships between the two histone modifications in single cells.

### scChIX-seq reveals H3K4me1/H3K27me3 relationships in bone marrow

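Whole bone marrow holds blood cells at many stages. H3K4me1 marks enhancers and active genes and was paired with H3K27me3. The authors counted cuts from the first read in 50 kb bins at the mapping quality of the sorted cells and removed some bins. The tables hold 714 cells with H3K4me1 (8265821 counts, median 6651.5 per cell), 689 with H3K27me3 (9117458 counts, median 4848) and 698 double-incubated cells (4903320 counts, median 3733.5), with the authors' fitted p for the last. Here p is the share of fragments assigned to H3K4me1, so its sense differs from that in the purified cells. Cell type labels are not among the files used here. H3K4me1 cells were therefore clustered by Ward's method on 15 principal components of bins counted in at least 10 cells. The 10 clusters were named from marker genes chosen beforehand, where their level clearly exceeded that of all cells. Double-incubated cells took the name of the H3K4me1 cluster that correlates best with the deconvolved H3K4me1 sum of their pair, and single-incubated H3K27me3 cells took the name whose deconvolved H3K27me3 profile gave them the highest likelihood. Names ending in "like" rest on H3K4me1 alone. Each incubation is 1 preparation, so no test between cell types has replicates, and intervals are 95% Poisson intervals of counts.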

We next apply scChIX-seq to integrate active (H3K4me1) and repressive (H3K27me3) chromatin states in a complex mixture of cells by sampling mouse bone marrow (Extended Data Fig. 4a,b). We use scChIX-seq to transfer labels and link UMAPs between active and repressive histone modifications (Fig. 3a,b) to perform a joint analysis of the two marks.

**Fig. 3:**
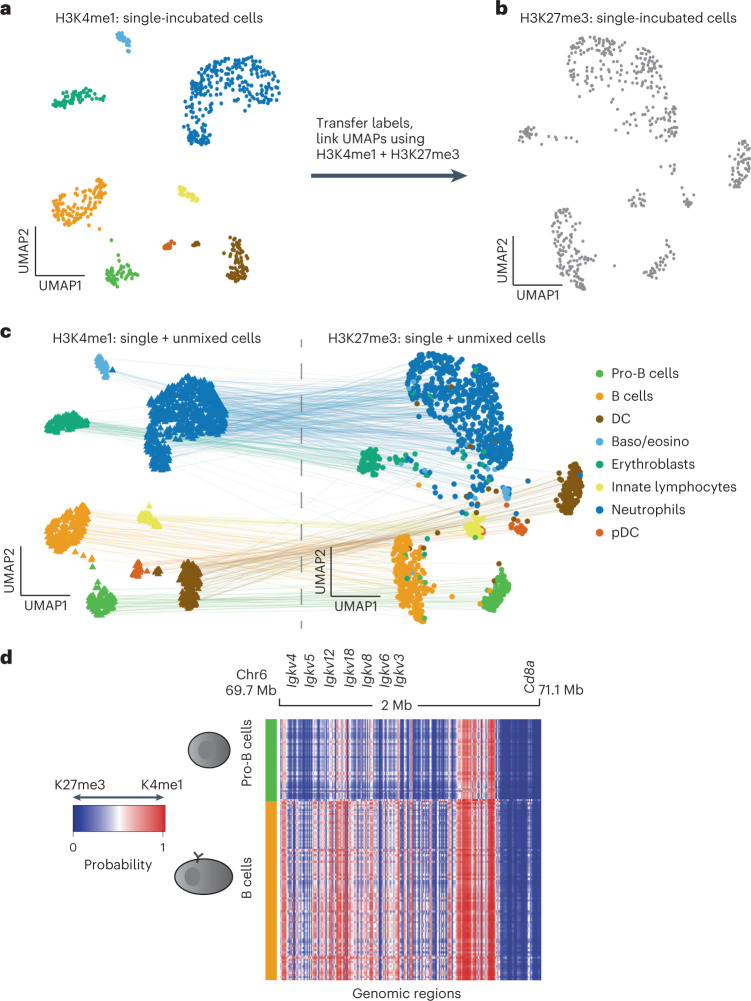
scChIX-seq enables joint analysis of distinct histone modifications in single cells. **a**, UMAP of sortChIC signal of H3K4me1 in bone marrow (*n* = 639 cells). Clusters are colored by cell type. Latent space calculated using LDA with 50 kb bins. **b**, UMAP of sortChIC signal of H3K27me3 in whole bone marrow (*n* = 517 cells). Cell types in H3K27me3 are inferred by transferring labels from H3K4me1. **c**, H3K4me1 and H3K27me3 UMAPs linked together by deconvolved double-incubated cells (*n* = 1,711 cells). H3K4me1 and H3K27me3 portions of the double-incubated cells are projected onto their respective UMAPs. Lines connect where the active signal and the corresponding repressive signal are located for each double-incubated cell. DC, dendritic cells; pDC, plasmacytoid dendritic cells. **d**, Heatmap showing probability of assigning a read in a region to either H3K27me3 or H3K4me1 at 5 kb resolution. Heatmap shows the *Igk* locus for pro-B versus B cells. Rows are single cells, columns are 5 kb genomic regions. Blue represents regions where cut fragments are probably coming from H3K27me3, while red represents regions where cut fragments are probably coming from H3K4me1.

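Marrow H3K4me1 split into myeloid, lymphoid and erythroid groups. Neutrophils, the most frequent marrow cells, formed 2 clusters of 126 and 123 cells, in which neutrophil markers stood at 2.59 and 1.88 times the level of all cells. A pro-B-like cluster had markers of early B cells such as Rag1 at 2.23 times, and a B-like cluster of 50 cells had them at 0.90. General B cell markers were high in both, at 2.50 and 2.86 times. The remaining named clusters were erythroblasts (44 cells, 5.05 times), innate lymphocytes (26, 3.98), basophils and eosinophils (30, 2.34), plasmacytoid dendritic cells (40, 1.50) and dendritic cells (72, 1.28). Another 101 cells passed no marker level and stayed unnamed. Dendritic names are the least certain: the dendritic list stood at 1.28 times in both dendritic clusters and higher in the B-like (1.61) and pro-B-like (1.44) clusters.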

To define cell types from the H3K4me1 sortChIC data, we ranked the top 150 genes associated with different clusters from sortChIC and used a publicly available scRNA-seq dataset to compare mRNA abundances of cluster-specific genes across different blood cell types^25^ (Extended Data Fig. 4c). scChIX-seq takes each H3K4me1+H3K27me3 cell and infers the most probable cluster pair (one from H3K4me1, the other from H3K27me3), which systematically transfers cell-type labels defined from H3K4me1 onto the H3K27me3 data (Extended Data Fig. 4d). We find that a small minority of double-incubated cells have low-confidence cluster pair predictions. 

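Rare cluster pairs held few cells. The fitted p returned 40 pairs for the 698 cells, and the 5 largest pairs held 439 cells. At the other end, 18 pairs of at most 3 cells held 35 cells. The largest pair, with 222 cells, joined the neutrophil profiles of both marks. The next were pro-B-like (74 cells), dendritic (54), B-like (45) and erythroblast (44). The fitted likelihoods were not used here, so confidence per cell was not measured.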

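Cells with alike raw profiles mostly received the same pair. Of the 10 nearest double-incubated neighbours of a cell, found from raw counts, 54.2% had its pair and 72.1% had its cell type name. In 100 shuffles of the labels these shares reached at most 14.6% and 23.7%. Both the labels and the neighbours derive from the same counts, so the shuffles exclude chance only.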

Plotting the cluster pairs onto the H3K4me1+H3K27me3 UMAP confirms that the single-cell assignment produces precise clusters where neighboring cells are probably assigned to the same pair. Low-confidence predictions arise from cells that border between clusters (Extended Data Fig. 4e), which we remove from further analysis. Overall, scChIX-seq allows systematic transfer of cell-type labels from one histone modification to another.

We next deconvolve the double-incubated cells into their respective histone modification. The UMAPs from H3K4me1 and H3K27me3 show that single-incubated and deconvolved single cells intermingle, suggesting that deconvolution does not produce batch effects (Extended Data Fig. 4f,g). The deconvolved single cells provide anchors to systematically link one histone modification with another (Fig. 3c). To validate the predicted cell types in both the single and deconvolved datasets, we compared with data from cell types purified by FACS. For H3K4me1 clusters, we compared with publicly available ChIP–seq^5^. Pearson correlation between ChIP–seq of B cells, erythroids, granulocytes and NK cells versus sortChIC from single- and double-incubated cells is highest for the predicted cell type (Extended Data Fig. 5a–d). Although single-incubated cells have higher correlation with ChIP–seq reference data than deconvolved cells for the matched cell type, the deconvolved cells of the matched cell type consistently had higher correlation with ChIP–seq than unmatched cell types. For H3K27me3 clusters, we used our ground truth sortChIC data purified from FACS. Pearson correlation of sortChIC signal between FACS-sorted B cells, granulocytes and NK cells versus pseudobulks derived from whole bone marrow is highest for the predicted cell type (Extended Data Fig. 5e–g).

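Among marrow cells named from H3K4me1, the H3K27me3 of neutrophils, B cells and innate lymphocytes correlated best with that of the matching purified type. The single-incubated neutrophil sum had r of 0.954 across bins with sorted granulocytes, 0.879 with B cells and 0.848 with NK cells. For B-like cells r was 0.912 with sorted B cells and at most 0.841 with the others, and for pro-B-like cells 0.904 with B cells and 0.879 with granulocytes. Innate lymphocytes had 0.877 with NK cells and 0.840 with B cells. In deconvolved sums the same types ranked first, with 0.921 for neutrophils, 0.877 for B-like cells and 0.794 for innate lymphocytes. The last was 0.771 with B cells, a narrow lead. All 26 double-incubated innate lymphocytes were also paired with an H3K27me3 cluster that carries the B-like name. Plasmacytoid dendritic cells, which have no purified counterpart, were closest to NK cells (0.903), so the highest r by itself does not name a cell.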

Classifying these loci as H3K27me3-specific or H3K4me1-specific using a cluster-specific cutoff for *p* (Extended Data Fig. 5h), we again compare the GC content and distance to TSS of the two classes of loci. We find that H3K4me1-marked regions tend to be closer to TSSs compared with H3K27me3 (Extended Data Fig. 5i), and that GC content is higher in H3K27me3-specific compared with H3K4me1-specific regions (Extended Data Fig. 5j). 

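Regions on the H3K4me1 side of p of 0.5 lay nearer to genes, and GC content hardly differed between the sides at this limit. With p averaged over all double-incubated cells, 17932 bins were H3K4me1-specific and lay a median of 53.1 kb from a TSS, against 87.6 kb for 33071 H3K27me3-specific bins. Median GC content was 41.3% and 41.1%. Split at the median p of 0.422, the distances were 74.8 and 73.5 kb and GC content was 40.5% on the H3K4me1 side and 41.6% on the H3K27me3 side. Between the highest and lowest 20% of p, H3K4me1 bins were again nearer to a TSS (31.7 against 42.5 kb) and GC content was 43.1% against 43.4%. At each named type's own median p, GC content was higher on the H3K27me3 side in 8 of 8 types and the distance shorter on the H3K4me1 side in 4. Between the outer 20% these numbers were 6 and 8. Both contrasts thus depend on the limit for p, and the authors' limits per cluster are not given in the paper's text.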

The increase in GC content for H3K27me3-marked regions is consistent with previous studies showing that GC-rich elements in transcriptionally inactive regions can recruit PRC2 (ref. ^26^).

We use the joint landscape to reveal active and repressive histone modification dynamics within cell types. To find differences in chromatin regulation between pro-B cells versus B cells, we select only pro-B or B cells and recluster the cells in both H3K4me1 and H3K27me3 separately (Extended Data Fig. 6a,b). With multimodal data, we can transfer cell-type-specific H3K4me1 signal onto the H3K27me3 UMAP to distinguish pro-B and B cells with more confidence. 

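H3K4me1 at the B cell regulator Pax5 was high in both B lineage clusters of bone marrow and higher in the B-like one. Pax5 holds cells in the B lineage from the pro-B stage on. Pax5 had 114 (104 to 124) CPM per bin in pro-B-like and 147 (132 to 162) in B-like cells, against 4.32 in one neutrophil cluster. Markers fixed beforehand for early B cells, from which the clusters were named, separated them: Rag1, which cuts antigen receptor genes (chromosome 2, 101638282 to 101649501), had 228 (197 to 261) against 99.8 (74.3 to 131) CPM per bin. H3K27me3 at Pax5 was low in both, at 20.0 and 17.9 CPM per bin, and 87.5 in neutrophils. The clusters come from all marrow cells and not from the reclustered B lineage of the figure.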

Using pro-B cell-specific genes, *Pax5* (ref. ^27^) and *Pten*^28^, we project the H3K4me1 signal at loci overlapping these genes onto both H3K4me1 and H3K27me3 landscapes, confirming a subset of pro-B cells within the B cell population (Extended Data Fig. 6c). Similarly, we use marker genes associated with more differentiated B cells, such as *Irf4* (ref. ^27^), *Igkv3-2* locus^29^ and *Cd72* (ref. ^30^) to confirm a more differentiated B cell population (Extended Data Fig. 6d). 

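Of 3 genes the paper names for more differentiated B cells, Igkv3-2 and Cd72 had more H3K4me1 in pro-B-like than in B-like cells, and at Irf4 the counting intervals overlap. Irf4 (chromosome 13, 30749226 to 30766976), a regulator of light chain rearrangement and plasma cells, had 206 (185 to 228) CPM per bin of H3K4me1 in pro-B-like and 199 (172 to 228) in B-like cells. Igkv3-2, a kappa light chain segment (chromosome 6, 70698449 to 70699067), had 42.1 (29.6 to 58.0) and 13.7 (5.51 to 28.2). The B cell coreceptor gene Cd72 (chromosome 4, 43446462 to 43454628) had 186 (166 to 207) and 123 (103 to 147). Genes of mature B cells ran the other way. Cr2 (chromosome 1, 195136811 to 195176716), a complement receptor of mature B cells, had 28.5 in pro-B-like and 127 in B-like cells. H2-Aa, an antigen presentation gene, had 181 and 468, and Ms4a1, which encodes CD20, had 65.4 and 126. The precursor genes Dntt, Il7r, Erg and Lef1 were higher in pro-B-like cells. Cr2, Fcer2a and H2-Aa were chosen after the clusters had been seen.

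**Figure D3:**
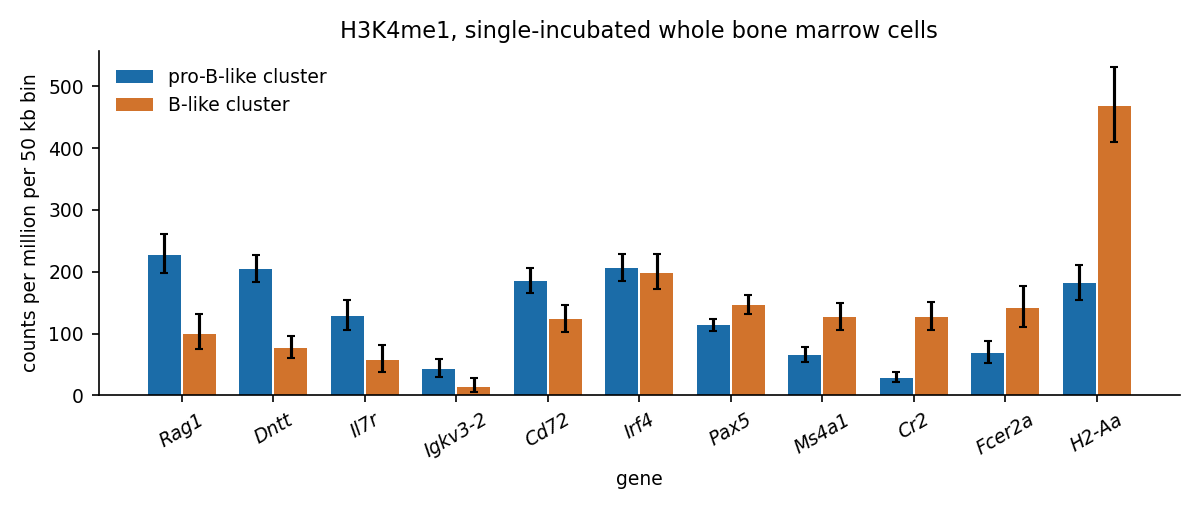
H3K4me1 CPM per 50 kb bin (y axis) at 11 loci (x axis) in single-incubated pro-B-like and B-like cells, with 95% Poisson intervals of the counts as error bars. Cr2 stands at 28.5 and 127, and Igkv3-2 at 42.1 and 13.7.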

Plotting the heatmap of H3K4me1-H3K27me3 assignment probabilities at the *IgK* locus reveals that the chromatin state is repressed in pro-B cells but becomes activated in B cells (Fig. 3d), consistent with the progressive activation of the chromatin state during B cell development^29^.

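At the Igk locus the pro-B-like cells had the higher share of H3K4me1. The locus was measured in 28 bins of chromosome 6 that start between 69700000 and 71050000. They lie around the constant segment Igkc (70726435 to 70726966) and do not cover all V segments. The mean p per cell had a median of 0.515 (quartiles 0.487 to 0.543) in pro-B-like cells. In 56 B-like cells it was 0.284 (quartiles 0.239 to 0.318). Over all bins the median p was also higher in pro-B-like cells, 0.336 against 0.216, so part of the difference is not particular to Igk. Single-incubated cells, from whose profiles p is built and which are therefore no independent check of it, had H3K4me1 of 74.6 (71.2 to 78.1) CPM per bin in pro-B-like and 49.7 (46.1 to 53.5) in B-like cells. H3K27me3 was 47.3 and 45.0 CPM per bin. Neutrophils, which do not use the locus, had a p of 0.440, and p at a locus also follows the overall share of H3K4me1 in a pair. The bins are 50 kb wide, against 5 kb in the figure, and may average over segments. From its heatmap the paper states that the locus is repressed in pro-B cells and becomes active in B cells, and for a progressive activation during B cell development it refers to earlier work.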

Next, we recluster neutrophils to analyze differences in chromatin regulation along pseudotime (Extended Data Fig. 7a). Reclustering neutrophils in H3K27me3 reveals a shared pseudotime trajectory that varies smoothly between neutrophils in both the H3K27me3 and H3K4me1 landscapes. H3K4me1 levels at the *Retnlg* locus—a marker gene for mature neutrophils^31^—increases along pseudotime, while H3K27me3 levels decreases (Extended Data Fig. 7b). 

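Neutrophils carried H3K4me1 and little H3K27me3 at Retnlg, a secreted factor of mature neutrophils (chromosome 16, 48872621 to 48874496). H3K4me1 was 123 (104 to 145) CPM per bin in one neutrophil cluster and 87.7 in the other, against 10 to 26 in other cells apart from basophils and eosinophils (96.5). H3K27me3 was 8.14 (5.32 to 11.9) CPM per bin in neutrophils. Double-incubated neutrophils were ordered by how far their deconvolved H3K4me1 resembled the first of these clusters rather than the other, with the named loci left out, and split into 3 groups of equal size. H3K4me1 was 75.7, 118 and 69.9 CPM per bin along this order, and H3K27me3 was 6.53, 7.01 and 4.63. The H3K4me1 intervals overlap, so neither a rise nor its absence is shown. The first H3K27me3 value rests on 2.8 assigned counts, so a fall was not detectable at this depth. The authors' neutrophil pseudotime was not used here.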

The H3K27me3 gene loadings associated with pseudotime consists of a module of *Hox* and other developmental genes (Extended Data Fig. 7c–e). Of note, these genes have low levels of mRNA abundances in neutrophils (Extended Data Fig. 7f), suggesting that this module is transcriptionally silent. At a locus overlapping the *Hoxa* locus, we find that H3K27me3 was highly marked while H3K4me1 was lowly marked across all neutrophils. 

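The Hoxa genes, which position the body axis in the embryo and are silent in mature blood, were among the regions richest in H3K27me3 in neutrophils. Their bins had 307 (296 to 318) CPM per bin of H3K27me3 in single-incubated neutrophils. H3K4me1 there was 17.0 and 26.1 CPM per bin in the 2 neutrophil clusters. The region was silenced across lineages, with H3K27me3 of 530 CPM per bin in erythroblasts, 255 in pro-B-like cells, 141 in B-like cells and 103 in innate lymphocytes.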

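H3K27me3 at Hoxa differed between neutrophils in step with their depth. Along the order of double-incubated neutrophils by H3K4me1, it was 150, 320 and 603 CPM per bin in the 3 groups, and H3K4me1 was 10.5, 17.4 and 30.5. H3K27me3 thus rose along this order. H3K4me1 rests on 12.1, 12.7 and 12.6 assigned counts with overlapping intervals, which cannot show a rise. The median count per cell fell from 5767 to 3174 and 1715 between the groups, so the order and depth cannot be told apart. Among single-incubated neutrophils, the group of lowest depth (median count 968.5) had 505 CPM per bin and the group of highest depth (18731) had 276. The paper proposes from its own pseudotime that histone modifications can change even at genes of low expression.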

Along pseudotime, H3K27me3 increases further, while H3K4me1 decreases further (Extended Data Fig. 7c). Our pseudotime analysis suggests that dynamics in histone modifications can occur even in regions associated with low-expressed genes.

### H3K36me3/H3K9me3 relationships during mouse organogenesis

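Embryos of 3 stages, pooled from 4 to 5 embryos each, were dissociated and profiled. H3K36me3 is laid down in the bodies of transcribed genes, so it reports activity, and H3K9me3 reports heterochromatin. The authors counted unique cuts in 47863 bins of 50 kb and gave cluster names and stages for each cell. Of the double-incubated cells, 458 named Stromal were taken as mesenchymal progenitors and 83 named MesenchymalProgs as cardiomyocytes. This follows the paper's cell numbers and the marker levels. The tables hold 1714 cells with H3K36me3 (5874219 counts, median 2693.5 per cell), 969 with H3K9me3 (6553013 counts, median 3031) and 1197 double-incubated cells (6984345 counts, median 3870). In cells of some plates nearly all counts are even, as if both reads of a pair had been counted. These are 1047 of the H3K36me3 cells, 140 of the H3K9me3 cells and 184 double-incubated cells. Counts were summed per stage for erythroid cells and for all other cells (H3K36me3) or nonblood cells (H3K9me3), and the sums were compared with stage as a block. The sums of H3K36me3 held 41262 to 234811 counts in erythroid cells and 593806 to 2306919 in other cells. For H3K9me3, the single-incubated set has no nonblood cells at E9.5, so the difference rests on the 2 pools of E10.5 and E11.5, and the E9.5 erythroid sum adds nothing to it under the block. A simulated 4-fold difference was found in 75% of bins for H3K9me3 and in 19% for H3K36me3. A H3K36me3 bin without a call can therefore differ greatly. Stage pools are the replicates, with a single pool per stage.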

To demonstrate the method in more complex biological scenarios, we applied scChIX-seq during mouse organogenesis (E9.5 to E11.5) to study H3K36me3 and H3K9me3 dynamics at single-cell resolution (Fig. 4a and Extended Data Fig. 8a,b). We took the top 250 cluster-specific bins from the H3K36me3 data to identify cell types (Methods). These loci associate with gene bodies of cell-type-specific genes. For example, we find H3K36me3 signal around genes enriched in specific cell types, such as erythroids (*Sptb*)^32^, white blood cells (*Lcp2* (ref. ^33^), endothelial cells (*Emcn*)^34^, neural tube (*Rfx4*)^35^, neurons (*Elavl4*)^36^, Schwann precursors (*Cdh6*)^37^, epithelial cells (*Grhl2*)^38^, mesenchymal progenitors (*Prx1*)^39^ and cardiomyocytes (*Gata6*, *Tpm1*)^40,41^ (Extended Data Fig. 8c–l).

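Each named gene carried most H3K36me3 in the cluster of its own cell type. Sptb, the erythrocyte spectrin gene (chromosome 12 of GRCm38, 76580488 to 76710547), had 963 CPM in the erythroid cluster and 95.5 in the next, 20.7 times the median of the other clusters. The signalling adaptor Lcp2 had 343 CPM in white blood cells (next 30.0) and the endothelial sialomucin Emcn 624 in endothelial cells (next 31.4). Among neural genes, the regulator Rfx4 had 587 in neural tube progenitors (next 236) and the RNA-binding Elavl4 had 514 in neurons (next 263). Cdh6, a cadherin, had 683 in Schwann cell precursors (next 176). Grhl2 reached 343 in epithelial cells (next 41.9), Prrx1 344 in mesenchymal progenitors (next 111), and Gata6 and Tpm1 147 and 239 in cardiomyocytes (next 78.0 and 147). Since the authors named clusters from such genes in the same cells, these values describe the clusters and do not test the names. Gene lists of 9 cell types, fixed before the counts were seen, were also highest in their own cluster, from 2.97 times the lowest cluster for the epithelial list to 10.7 times for the mesenchymal list and more for the erythroid one.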

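Across the stages, erythroid cells carried more H3K36me3 than other cells over genes of haemoglobin and the red cell membrane. They carried less over genes of mesenchyme and neural tube. Of 24 bins of the erythroid list, 19 were higher and 0 lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg (20 and 0 adjusted over the list alone), with a median log2 difference of 3.72. The groups are clusters that the authors made and named from the H3K36me3 of these same cells, so these tests describe the clusters and are no independent evidence that such genes differ. Ank1, which anchors spectrin to the membrane, was highest with 5.57 (standard error 0.391, adjusted p = 9.41e-42 from edgeR's quasi-likelihood test with Benjamini-Hochberg, chromosome 8, 23050001 to 23100000). The embryonic globin gene Hbb-y had 5.49 and the iron importer Slc25a37 5.38, and each lost its call without 1 stage. Slc4a1 was also among the highest. Lower in erythroid cells were 7 of 23 bins of the mesenchymal list (10 adjusted over the list alone), 8 of 22 neural tube (13) and 5 of 24 neuron bins (5), with none higher. Schwann precursor had 3 of 25 lower (6), endothelial 1 of 16 (2), epithelial 1 of 11 and cardiomyocyte 1 of 18, and white blood had none of 10, with DESeq2's test as well. The transcription factor bin of Zfp532 had 0 erythroid counts against 646 in other cells. The median of all bins was -0.44 under TMM, -0.11 under total counts and -0.56 under DESeq2, so the differences are relative to a shifted background. Directions of the erythroid, mesenchymal and neural lists held under each. In all, 282 of 14915 bins were higher and 1348 lower, with total counts 561 and 1051, and with halved counts for the cells of nearly all even counts, tried after seeing the data, 790 and 1603 of 8937. Without E11.5 they were 898 and 554, and without E10.5 250 and 219, so the excess of lower bins turns when 1 of these pools is left out. The camera test with its preset correlation gave adjusted p = 2.38e-23 for the erythroid list, adjusted p = 3.68e-05 for the mesenchymal and adjusted p = 4.42e-06 for the neural tube list. With an estimated correlation these were adjusted p = 0.221, adjusted p = 0.221 and adjusted p = 0.393, and no list passed. The neuron list did not pass the camera test with the preset correlation either (adjusted p = 0.185).

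**Figure D4:**
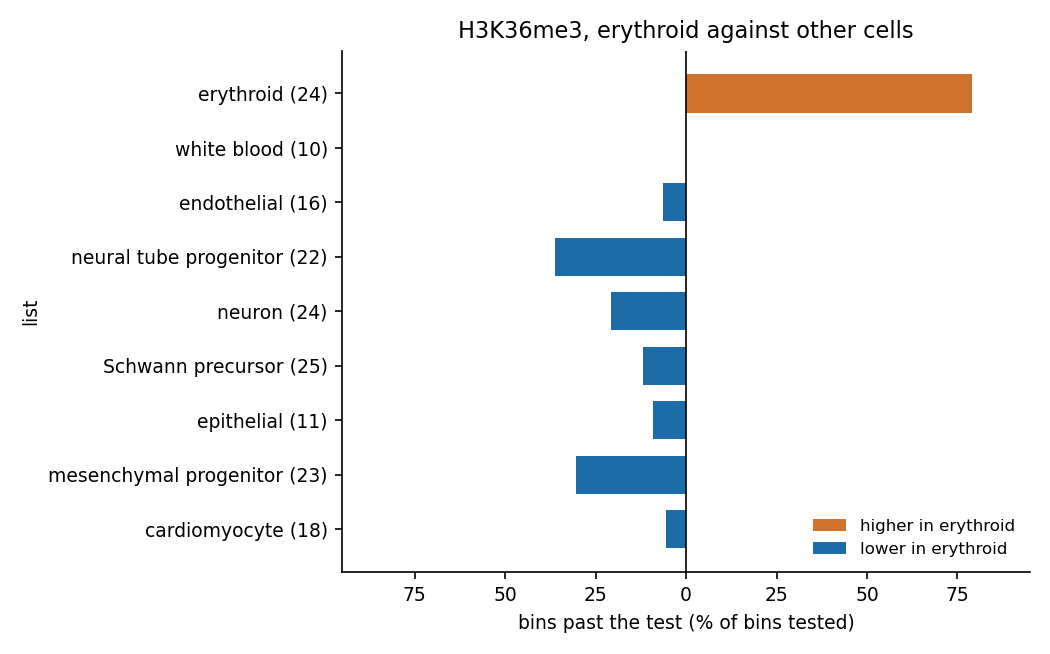
Share of tested 50 kb bins (x axis, percent) of 9 cell type lists (y axis) with higher or lower H3K36me3 in erythroid cells than in other cells. The erythroid list has 19 of 24 bins higher and 0 lower, and no other list has a higher bin.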

**Fig. 4:**
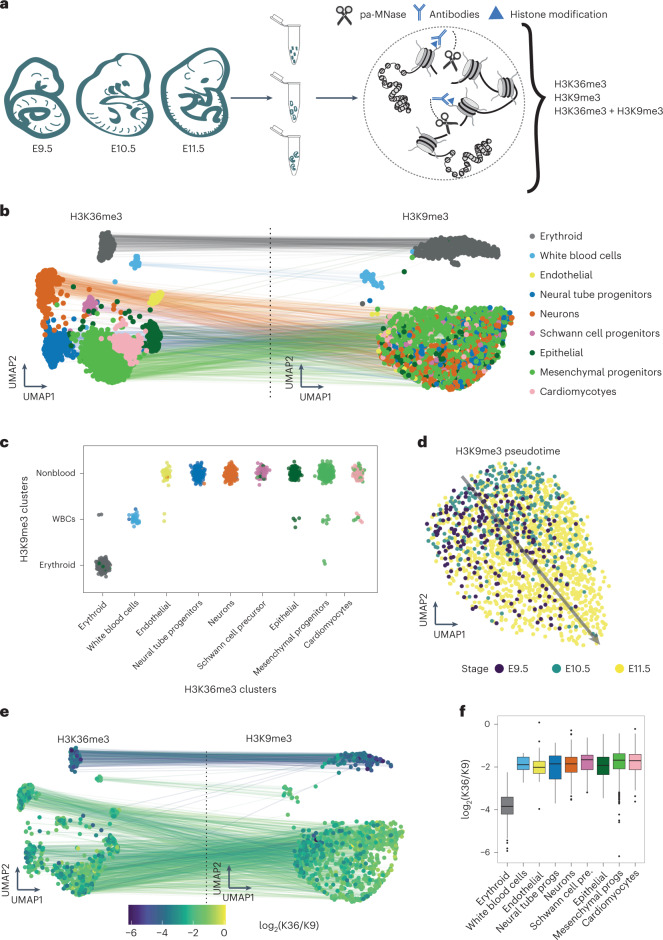
Applying scChIX-seq to mouse organogenesis reveals shared heterchromatin landscapes and cell-type-specific differences in H3K36me3:H3K9me3 ratios. **a**, Schematic of mouse organogenesis experiment to study H3K36me3 and H3K9me3 in single cells. **b**, Joint UMAP of mouse organogenesis after deconvolution from scChIX-seq (*n* = 2,911 H3K36me3 cells, *n* = 2,166 H3K9me3 cells). **c**, Assignment of several H3K36me3 cell types to one H3K9me3 cluster. The H3K36me3 (columns) and H3K9me3 (rows) label for each double-incubated cells (*n* = 1,197 cells) are plotted onto a matrix to H3K36me3 cell types to H3K9me3 clusters. Cells are colored by their cell-type label as in **b**. **d**, Subclustering of nonblood cells for H3K9me3, represented as a UMAP. Arrow denotes a pseudotime axis. Pseudotime defined as the first PC of the 2D UMAP. **e**, Joint UMAP of deconvolved double-incubated cells (*n* = 1,197 cells), colored by the log ratio of number of H3K36me3 cuts versus number of H3K9me3 cuts. **f**, Boxplot of H3K36me3:H3K9me3 ratio across cell types. Number of double-incubated cells for each cell type: *n* = 163 erythroid, *n* = 17 white blood cells, *n* = 24 endothelial, *n* = 136 neural tube progenitors, *n* = 197 neurons, *n* = 46 Schwann cell precursors, *n* = 73 epithelial, *n* = 458 mesenchymal progenitors and *n* = 83 cardiomyocytes. Boxplots show 25th percentile, median and 75th percentile, with the whiskers spanning 97% of the data.

To uncover whether distinct H3K36me3 cell types could share common H3K9me3 landscapes, we deconvolved the H3K36me3 + H3K9me3 cells and projected each cell to both landscapes (Fig. 4b). scChIX-seq reveals that erythroid and white blood cells have both distinct active chromatin and heterochromatin, but the other nonblood cell types show similar heterochromatin distribution. 

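Nonblood cells of different H3K36me3 were assigned to the nonblood H3K9me3 cluster, and erythroid cells to their own. The H3K9me3 clusters to choose from were erythroid, white blood and nonblood. The shares below therefore cannot show whether nonblood types differ from one another in H3K9me3. With the authors' cluster names, 1006 of 1017 nonblood double-incubated cells, or 98.9% (98.1 to 99.5), were paired with the nonblood H3K9me3 cluster. For erythroid cells these were 162 of 163, or 99.4% (96.6 to 100), and for white blood cells 17 of 17 (80.5 to 100). Pairs were also chosen anew by the likelihood of the raw counts under mixed cluster profiles. This gave 1016 of 1017 nonblood cells and 163 of 167 erythroid cells, but 0 of 13 white blood cells (0 to 24.7) with the white blood cluster of H3K9me3. The white blood result thus depends on the fit and rests on few cells. In simulated mixtures the fit returned 98.7% of pairs.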

Assigning each double-incubated cell to a H3K36me3 and H3K9me3 cluster confirms that cells with distinct H3K36me3 can share the same H3K9me3 cluster (Fig. 4c). Of note, the variable genes that show cell-type-specific differences in both active chromatin and publicly available mRNA abundances^42^ (Extended Data Fig. 9a,b) have low signal across cell types in H3K9me3 (Extended Data Fig. 9c), suggesting that using conventional marker genes from RNA-seq would not reveal cell-type differences in H3K9me3.

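Marker genes of embryonic cell types were weakly and unevenly marked by H3K9me3. Each of the 9 cell type lists differed less between its highest and lowest cluster in H3K9me3, by factors of 1.398 (cardiomyocyte) to 3.004 (erythroid), than the same list in H3K36me3, by 2.973 (epithelial) to 11.53 (erythroid). Whether the nonblood names of H3K9me3 cells separate types was not tested. Names that do not would lower these factors, so the contrast between marks is not separated from the naming. Between erythroid and nonblood cells, the erythroid list had 0 of 22 bins higher and 5 lower in H3K9me3 (0 and 5 adjusted over the list alone) by edgeR's quasi-likelihood test with Benjamini-Hochberg, and DESeq2 called 0 of them. Emcn was higher in erythroid cells by 2.27 on the log2 scale (adjusted p = 4.17e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg) and Prrx1 by 1.82 (adjusted p = 1.22e-07 from the same test). The difference of Sptb, -2.11, did not pass (adjusted p = 0.156 from edgeR's quasi-likelihood test with Benjamini-Hochberg). H3K9me3 counts at such genes are low, from 0 to 149 CPM per gene and cluster.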

Differential expression across the three H3K9me3 clusters reveals cluster-specific repressed loci (Extended Data Fig. 9d), with the largest effect coming from erythroid-specific regions. These erythroid-repressed regions are associated with decreased mRNA abundances (Extended Data Fig. 9e–g). 

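Compared with nonblood cells, erythroid H3K9me3 was lower over zinc finger, vomeronasal receptor and cytochrome P450 genes and higher over protocadherins. By edgeR it was also higher over neuron and mesenchymal genes. Among 497 bins of zinc finger genes, whose clusters H3K9me3 is known to cover, 192 were lower and 10 higher in erythroid cells (209 and 12 adjusted over the list alone). Vomeronasal receptors had 151 lower and 1 higher of 300 (167 and 2), olfactory receptors 152 and 22 of 584 (152 and 22) and cytochrome P450 genes 44 and 3 of 130 (45 and 3). Hox genes had 9 lower of 13 (9), with none at DESeq2's scaling and test. Protocadherins, adhesion genes of neurons, went the other way with 49 higher and 14 lower of 87 (52 and 18). Neuron genes had 18 higher and 2 lower of 57 (18 and 3), Schwann precursor genes 16 and 2 of 40 (17 and 5) and mesenchymal genes 10 and 1 of 29 (11 and 1). DESeq2 called only 3 neuron, 11 Schwann precursor and 4 mesenchymal bins higher and none lower, and 19 protocadherin bins higher and 7 lower. Among the lower families it called 77 zinc finger, 54 vomeronasal, 47 olfactory and 13 cytochrome P450 bins. The neuronal guidance gene Sema6d was 3.28 higher on the log2 scale (standard error 0.349, adjusted p = 7.05e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg, chromosome 2, 124450001 to 124500000), with 162 against 25 counts, and Sox5, a regulator of neural crest and cartilage, followed. The bin of the transporter Abcg2 had 7 counts (2.49 CPM) in erythroid against 77 (21.3 CPM) in nonblood cells. In all, 8812 of 46133 bins were higher and 5064 lower, with total counts 6862 and 6172. DESeq2 called 2243 of 27439 higher and 708 lower, so the number and the balance depend on the tool, and no erythroid against nonblood comparison exists at E9.5. The groups are the authors' clusters of the same H3K9me3 counts, so the tests describe these clusters. The median of all bins was -0.16, and -0.30 with total counts, so that olfactory receptors, with a median of -0.29, hardly stand apart, while zinc finger genes (-1.08) and protocadherins (0.85) do. With an estimated correlation no list stood out by the camera test (zinc finger: adjusted p = 0.463 with an estimated correlation, adjusted p = 2.11e-11 with the preset one).

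**Figure D5:**
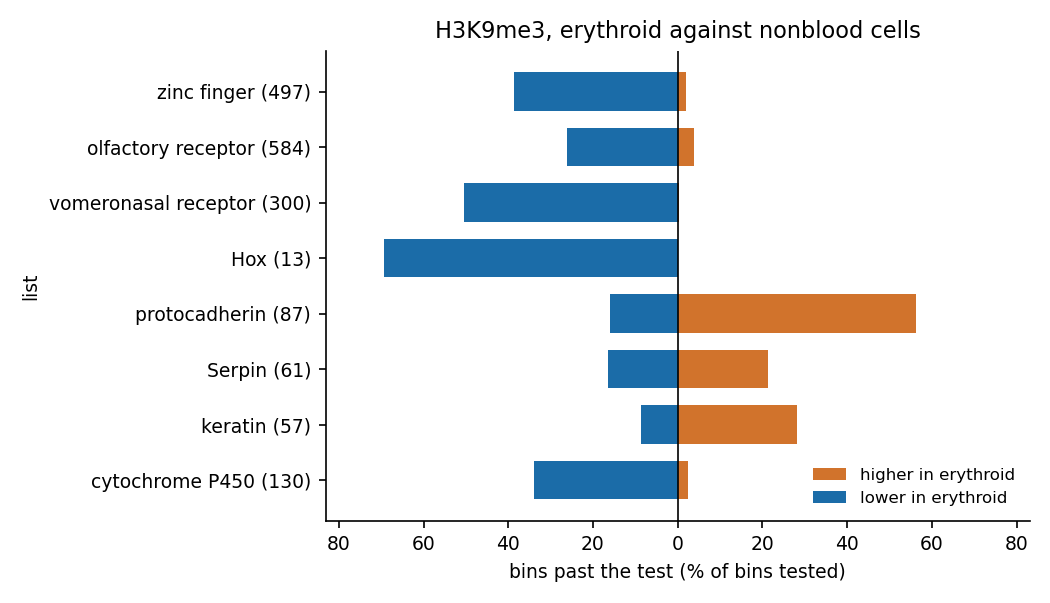
Share of tested 50 kb bins (x axis, percent) of 8 gene families (y axis) with higher or lower H3K9me3 in erythroid than in nonblood cells. Zinc finger genes have 192 of 497 bins lower and protocadherins 49 of 87 higher, and the median of keratin genes changes sign between scalings.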

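Other lists were mixed in H3K9me3. White blood genes had 4 bins higher and 6 lower of 41 (4 and 5 adjusted over the list alone), endothelial 2 and 3 of 37 (2 and 1), neural tube 2 and 2 of 31 (2 and 1), epithelial 2 and 1 of 26 and cardiomyocyte 3 and 5 of 35 (3 and 5). Serpin genes had 13 and 10 of 61 and keratin genes 16 and 5 of 57 (16 and 7), where the sign of the median depends on scaling. Loss of H3K9me3 and gain of H3K36me3 coincided in erythroid cells at more bins than independent calls would give. Of 13922 bins tested in both marks, 57 were lower in H3K9me3 and higher in H3K36me3, against 39.1 if the calls were independent. Bins higher in H3K9me3 and lower in H3K36me3 numbered 66, against 91.3. Another 115 were lower in both (188) and 9 higher in both (18.9). Pearson's r between the log2 differences was 0.0729 across bins, which are not independent replicates. The 2 marks were thus nearly unrelated bin by bin. They were measured in different single-incubated cells. Among gene families in H3K36me3, zinc finger genes had 49 bins lower and 3 higher of 341 (66 and 4 adjusted over the list alone) and Hox genes 5 lower of 9 (6). Olfactory receptors had 5 higher and 2 lower of 79, protocadherins 3 lower of 18, Serpin genes 1 lower of 16 (3) and cytochrome P450 genes 1 each way of 27. Keratin and vomeronasal receptor genes had none by edgeR with TMM, 1 vomeronasal bin was higher with total counts and 1 by DESeq2, and no immunoglobulin V bin could be tested in either mark.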

Subsetting the data and running LDA on only nonblood cells in H3K9me3, we find that H3K9me3 varies over organogenesis stages (Fig. 4d), suggesting that heterochromatin differences are stronger across organogenesis stages than between cell types.

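At equal depth, nonblood H3K9me3 profiles of E11.5 plates were slightly more alike than those of plates of different stages. The pair of E10.5 plates was less alike than either. The E10.5 and E11.5 sums of 177 and 559 cells had r of 0.826 across bins at full depth. Plates were then thinned to 100000 counts each. Plates of one stage had r of 0.346 at E10.5 and 0.395 to 0.443 at E11.5, and plates of different stages 0.359 to 0.395. Cell types within E11.5, at this depth, had 0.413 to 0.435. Cell types of a stage were thus slightly more alike than stages were, by a margin no larger than the spread between plates. The paper states that cell types cannot be told apart in certain H3K9me3 clusters. Whether the nonblood names of single-incubated H3K9me3 cells separate types was not tested. Names that do not would also give alike profiles, so this comparison cannot decide whether stages differ more than types. Each stage is a single pool, so stage and pool cannot be told apart, and E9.5 is missing. The LDA of nonblood cells in the figure was not repeated here.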

Because the double-incubated cells have cut fragments associated with both histone modifications, we hypothesized that the deconvolved data could precisely quantify the ratio between the two histone modifications, and how this ratio changes across cell types. Counting total reads from single-incubated data would lead to large cell-to-cell technical variability because counts per cell can span several orders of magnitude. However, comparing the counts of the two histone modification in the same cell could overcome this technical variability. We therefore asked whether the global ratio of H3K36me3 and H3K9me3 in individual cells varies. Plotting the ratio of H3K36me3 and H3K9me3 reveals that most cells have comparable ratios, but that erythroid cells have lower ratios than other cell types (Fig. 4e,f). This lower ratio is consistent with mass spectrometry studies showing a global decrease in H3K36me3 but no change in H3K9me3 during erythroid maturation^43^. 

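Erythroid cells had fewer H3K36me3 cuts per H3K9me3 cut than other cells at every stage, and the gap widened. The median log2 ratio was -4.05, -3.57 and -3.98 in erythroid cells of E9.5, E10.5 and E11.5 and -2.77, -1.96 and -1.61 in other cells. The differences of -1.27, -1.62 and -2.37 had a mean of -1.75 (SD 0.56, n = 3 pools, two-sided exact permutation test p = 0.25, the smallest p that 3 pools allow). The mean was -1.45 without E11.5 and -1.82 without E10.5. The erythroid median over all stages was -3.84, and the 8 other cell types lay between -2.01 in endothelial cells and -1.66 in Schwann cell precursors. White blood cells, with 17 cells, had -1.89 and did not share the low ratio. The rise in other cells with stage coincides with a change of plates. The paper reasons beforehand that comparing both marks within a cell could overcome the technical variation of counts per cell, states the lower erythroid ratio from its plot, and refers to mass spectrometry of erythroid maturation in which H3K36me3 falls and H3K9me3 does not.

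**Figure D6:**
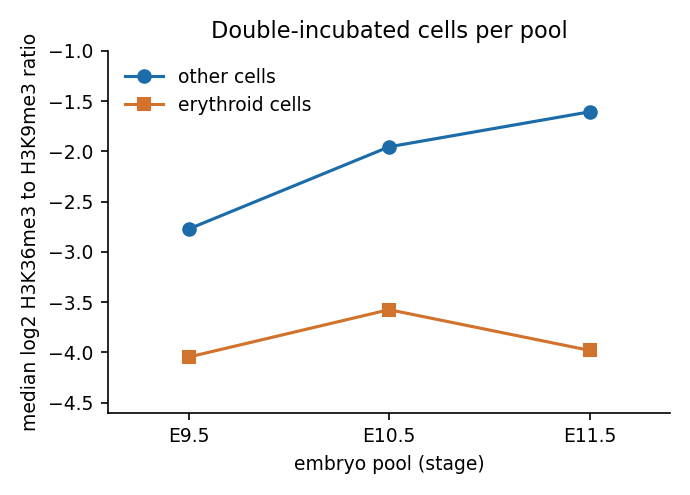
Median log2 ratio of H3K36me3 to H3K9me3 cuts (y axis) in erythroid and other double-incubated cells of the pools of E9.5, E10.5 and E11.5 (x axis), 1 point per pool and no error bar. Erythroid medians are -4.05, -3.57 and -3.98, and other medians -2.77, -1.96 and -1.61.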

Of note, inferring this global change without scChIX-seq, such as by counting total unique fragments from single-incubation data, is challenging due to the large variability in total counts across cells and the inability to distinguish cell types in certain H3K9me3 clusters (Extended Data Fig. 9h,i).

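Single-incubated totals spread widely, most of all H3K9me3 in erythroid cells. Totals are given here in fragments per cell, with halved counts for the cells of nearly all even counts. Between the 5th and 95th percentile, they differed 26.6-fold for H3K9me3 in erythroid cells and 8.85-fold in other cells. For H3K36me3 these spreads were 5.62-fold and 8.19-fold. The H3K36me3 to H3K9me3 ratio of double-incubated cells spread 4.33-fold in erythroid and 4.66-fold in other cells, less than these totals over all stages. Totals of a single stage spread from 3.26-fold for erythroid H3K36me3 at E9.5 to 25.2-fold for erythroid H3K9me3 at E10.5. Erythroid cells had a median of 37470 H3K9me3 counts at E9.5, and of 4381 and 4348 fragments at E10.5 and E11.5. The E9.5 counts were not halved, although only 15.3% and 30.5% of the nonzero counts on their plates were odd. As fragments, the E9.5 value and the erythroid H3K9me3 spread over all stages may therefore be too high.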

In sum, applying scChIX-seq to H3K36me3 and H3K9me3 during organogenesis reveals unique insights from multimodal analysis. The complex relationships between the two histone modifications as well as their global changes would not have been elucidated by analyzing single-incubated data alone.

### Mark-specific pseudotimes and chromatin velocity

Finally, we applied scChIX-seq to study the dynamic relationships between two active histone modifications, H3K4me1 and H3K36me3, over an in vitro differentiation timecourse. We sorted blood progenitors from mouse bone marrow, added macrophage colony-stimulating factor (MCSF) and collected cells over 7 days (Fig. 5a and Extended Data Fig. 10a,b; Methods). 

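Lin- bone marrow cells, which lack markers of mature lineages, were grown for 7 days in macrophage colony-stimulating factor, the cytokine that drives monocytes to macrophages. Cells of all days were labelled by day and sorted onto the same plates, so day and plate are not confounded. The authors counted cuts over 6888 gene bodies, each up to the first 50 kb from the TSS, in which almost all counts are even. Intervals are therefore computed on halved counts. Between 42 and 322 cells per day were profiled with H3K4me1, 54 to 274 with H3K36me3 and 41 to 245 with both. Their sums held 408536 to 5599148, 578214 to 3218296 and 516000 to 3722608 counts, with day 0 lowest in each. The change of each gene per day was tested on the 8 day sums of a mark after TMM scaling, for which the unit of replication is the day within 1 culture. A simulated 2-fold change over 7 days was found in 97% of genes for H3K4me1 and 57% for H3K36me3, so smaller H3K36me3 changes can go unseen. In 1 of the 54 day 0 H3K36me3 cells lay 99154 of 578214 counts (17.1%), and its profile resembled day 7. Calls without it are 2172 in H3K36me3. Gene positions are given for GRCm38. Tables of pseudotime exist for double-incubated cells, and single-incubated cells were ordered anew by PC1 of LDA with 30 topics.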

We incubated cells with either H3K4me1, H3K36me3 or both H3K4me1 and H3K36me3, then performed scChIX-seq.

**Fig. 5:**
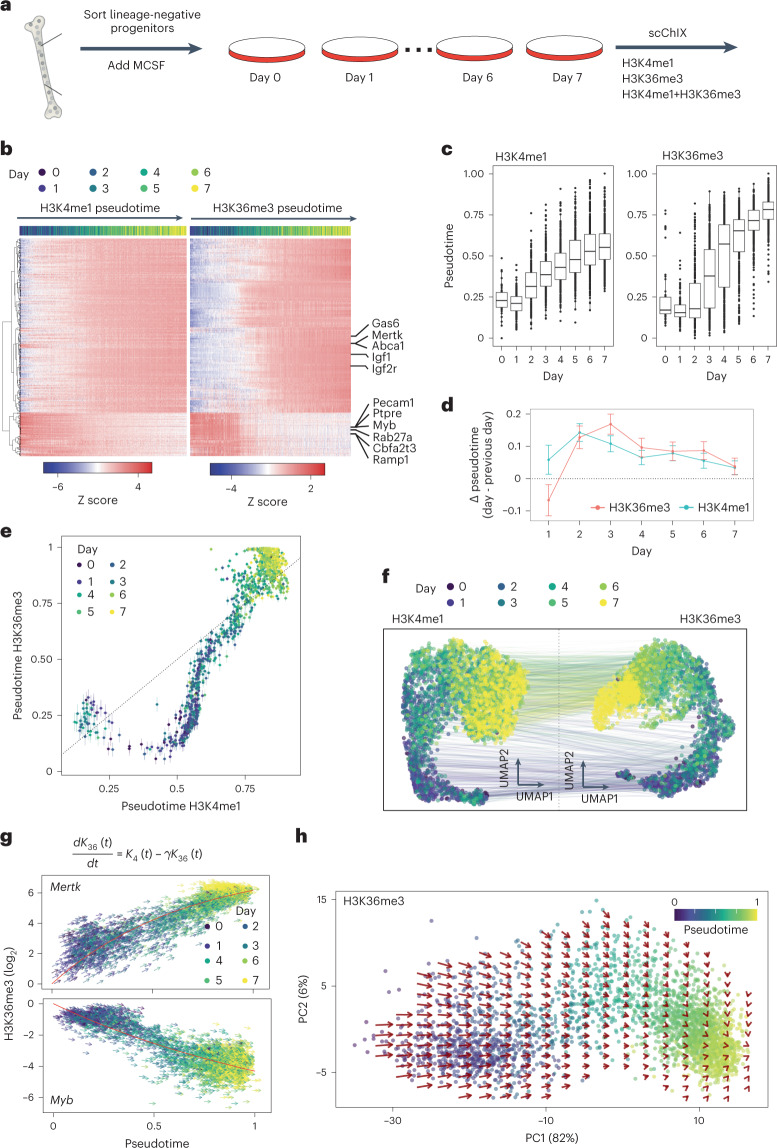
Applying scChIX-seq to two active marks reveals chromatin velocity during in vitro macrophage differentiation. **a**, Schematic of mouse macrophage in vitro differentiation timecourse experiment to study H3K4me1 and H3K36me3 in single cells. **b**, Heatmap of histone modification signal on the bodies of dynamic genes over pseudotime. Rows are gene bodies and columns are single-incubated cells ordered along pseudotime. Color labels of columns are days from which the cells were recovered during the timecourse. **c**, Boxplots of pseudotime estimates of single-incubated cells along the timecourse. Number of cells per day for H3K4me1: *n* = 58 day 0, *n* = 148 day 1, *n* = 249 day 2, *n* = 350 day 3, *n* = 369 day 4, *n* = 383 day 5, *n* = 488 day 6, *n* = 519 day 7. For H3K36me3: *n* = 42 day 0, *n* = 125 day 1, *n* = 176 day 2, *n* = 301 day 3, *n* = 384 day 4, *n* = 366 day 5, *n* = 522 day 6, *n* = 567 day 7. Boxplots show 25th percentile, median and 75th percentile, with the whiskers spanning 97% of the data. **d**, Estimate of the average difference of pseudotime from one day to the next. Error bars indicate 95% CI, calculated by a linear model of the pseudotime differences between days. Statistics derived from number of cells indicated in **c**. **e**, Estimates of two different pseudotimes from a single cell. Error bars are 95% CI of the estimates. Each point is a double-incubated cell. **f**, Joint UMAP of H3K4me1 and H3K36me3 from scChIX-seq, lines connect single cells with multimodal information. **g**, Chromatin velocity estimates of an upregulated gene (above) and a downregulated gene (below). Red curve is the exponential relaxation fit according to the solution of the first-order differentiation equation. **h**, High-dimensional chromatin velocities of dynamic genes projected onto PCs 1 and 2. Vector field estimated by smoothing across nearest neighbors of cells (Methods).

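Mertk and its ligand gene Gas6 gained both marks, the lipid exporter gene Abca1 gained H3K36me3, and the progenitor gene Myb lost both. Mertk, a receptor for dying cells (chromosome 2, 128698997 to 128748996), rose by 0.10 per day on the log2 scale in H3K4me1 (standard error 0.0153, adjusted p = 1.49e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg) and by 0.58 per day in H3K36me3 (standard error 0.0800, adjusted p = 0.000559 from the same test). Its ligand Gas6 (chromosome 8, 13465374 to 13494535) rose by 1.23 in H3K4me1 and 3.66 in H3K36me3 between the first and last 2 days. Of the genes the paper names, Igf1, Igf2r and Abca1, whose product exports cholesterol, rose in H3K36me3 and Myb, Pecam1, Ptpre, Rab27a, Cbfa2t3 and Ramp1 fell in both marks. Abca1 did not pass in H3K4me1 (adjusted p = 0.176 from edgeR's quasi-likelihood test with Benjamini-Hochberg). Their rises are uneven at the start. In the day 0 cells apart from the deepest one, H3K36me3 at Abca1 was 87.7 (54.3 to 134) CPM, then 0 at day 1 (upper limit 5.37) and 432 at day 7. Igf1 and Igf2r had 54.3 and 96.0, then 1.46 and 5.82, then 333 and 185 CPM. The calls of Abca1 and Igf2r are lost when a single day is left out.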

Genome tracks of H3K4me1 and H3K36me3 signal for each day shows upregulation of macrophage-specific genes, such as *Mertk*^44^ (Extended Data Fig. 10c). Heatmap of H3K4me1 and H3K36me3 dynamics at gene bodies along pseudotime reveals that the two histone modifications up- and downregulate genes with different dynamics. 

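Lysosome and cholesterol genes gained H3K36me3, and stem and progenitor genes lost both marks. In H3K36me3, 11 of 15 lysosome genes rose and 0 fell (11 and 0 adjusted over the list alone), and 7 of 14 macrophage identity genes rose and 1 fell (9 and 1). Cholesterol genes had 8 rising of 13 (9) and inflammatory genes 4 of 12 (5), with none falling. In H3K4me1 these lists had 7 rising and 1 falling (7 and 1), 6 and 3 (6 and 3), 4 and 1 (4 and 1) and 4 and 2 (4 and 2). Stem and progenitor genes fell in both, with 12 of 14 in H3K4me1 (12) and 10 of 14 in H3K36me3 (12, and 1 rising). Plscr4, Ms4a4a and the calcium channel gene Cacna1b had among the largest H3K36me3 rises, and Ubash3a, Spns3 and Rasgrp2 the largest falls. Zfp36, which destabilizes inflammatory mRNA, fell by 0.43 per day in H3K4me1 (adjusted p = 0.000398 from edgeR's quasi-likelihood test with Benjamini-Hochberg) and did not pass in H3K36me3 (adjusted p = 0.784 from the same test). Nfkbia and Dusp1 also fell in H3K4me1. The slopes of the marks differed at Zfp36 (adjusted p = 0.00553 from edgeR's quasi-likelihood test of the interaction) and not past the threshold at Nfkbia (adjusted p = 0.0539 from the same quasi-likelihood test) or Dusp1 (adjusted p = 0.253 from the same quasi-likelihood test). The slope differed between marks in 1448 of 6888 gene bodies, and a difference between marks by list was not tested. By the camera test of H3K36me3, the lysosome list had adjusted p = 3.13e-05 with the preset correlation and adjusted p = 0.247 with an estimated correlation, and no list passed with the latter. The fry test, which does not compare a list with other genes, gave adjusted p = 0.00156 for the lysosome list in H3K36me3. It gave adjusted p = 0.00156 for the cholesterol list and adjusted p = 0.00105 for the stem and progenitor list. The erythroid, dendritic cell, cell cycle and housekeeping lists did not pass fry in H3K36me3.

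**Figure D7:**
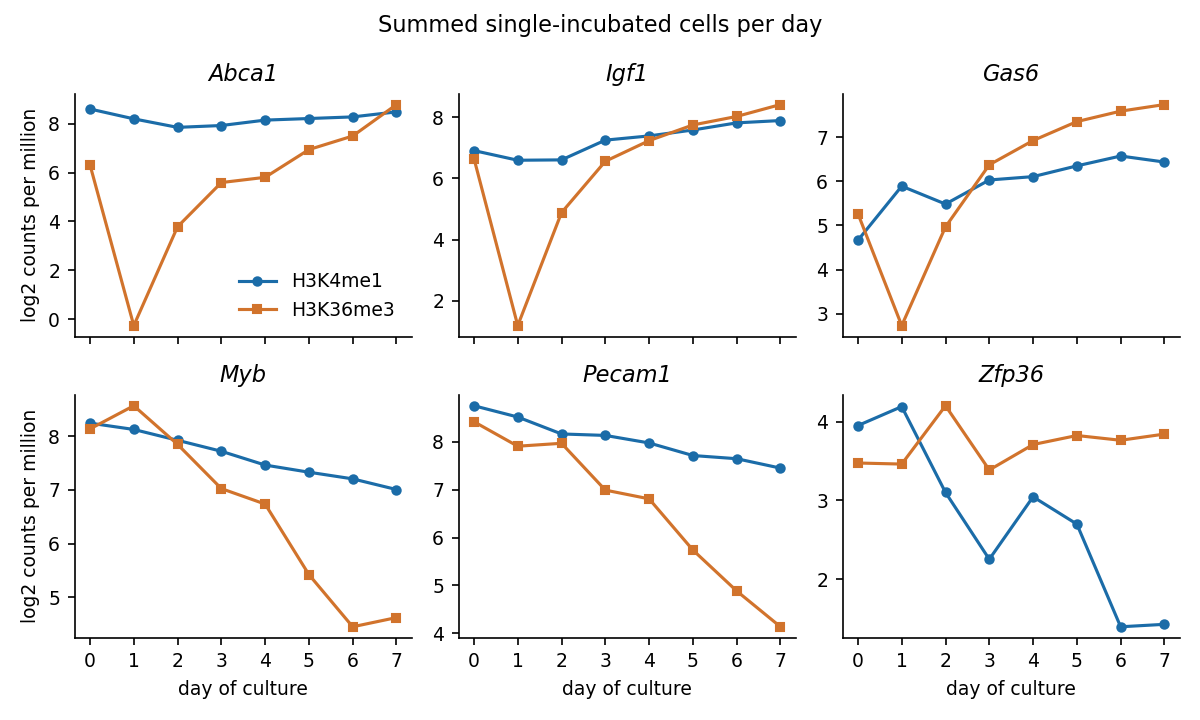
Log2 CPM (y axis) of H3K4me1 and H3K36me3 over the gene bodies of Abca1, Igf1, Gas6, Myb, Pecam1 and Zfp36 in the sum of cells of each day (x axis, days 0 to 7), 1 point per day and no error bar. H3K36me3 of Myb falls by 3.82 between the first and last 2 days, and H3K4me1 of Myb by 1.08.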

H3K36me3 shows a gradual up- or downregulation of signal while H3K4me1 reaches a new steady state earlier along pseudotime (Fig. 5b). 

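Once each gene's whole change was set to 100%, H3K4me1 was ahead of H3K36me3 at day 2 and the marks lay closer on later days. Over 891 gene bodies called in both marks with one direction, the median share of the change reached by day 2 was 29.2% in H3K4me1 and 16.7% in H3K36me3. By day 3 it was 54.7% and 51.0%, by day 4 69.5% and 66.1%, and by day 5 82.3% and 83.8%. The medians differed by 12.5 points at day 2 and 3.71 points at day 3. The day 3 difference was 0.808 points for rising and 8.27 for falling genes, 9.56 with days 0 and 7 as ends and 10.1 for genes called in either mark, so its size depends on these choices. On day 4 falling genes stood at 67.8% in H3K4me1 and 56.2% in H3K36me3, and rising genes in the other order, at 70.1% and 72.8%. Ends are the means of days 0 and 1 and of days 6 and 7, and the day 0 value of H3K36me3, 9.42%, lies above day 1, -9.42%. The day 0 sum of H3K36me3 includes the cell that resembled day 7 and held 17.1% of its counts. The shares were not computed without this cell. How far the lead of H3K4me1 at day 2 rests on this start was therefore not tested. These shares follow days of culture and not pseudotime.

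**Figure D8:**
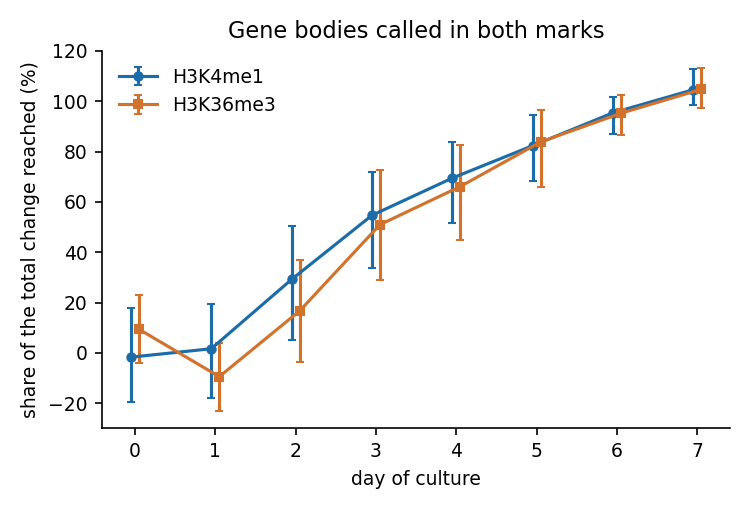
Share of each gene body's change reached by each day (y axis, percent; x axis, days 0 to 7) in H3K4me1 and H3K36me3, as medians with quartiles over 891 gene bodies. The medians at day 2 are 29.2 and 16.7, and at day 5 82.3 and 83.8.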

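H3K36me3 moved further than H3K4me1 over gene bodies. The median absolute log2 change between the first and last 2 days was 0.363 in H3K36me3 and 0.253 in H3K4me1, a ratio of 1.44, and 63.2% of the 6888 gene bodies changed more in H3K36me3. With the deeper mark thinned to the depth of the other the ratio was 1.43, and with gene bodies of at least 50 counts it was 1.24. Among the rising genes, H3K36me3 of Abca1 changed by 5.11 and H3K4me1 by -0.02. The size of the first value depends on day 1, which had no count. Log2 CPM of H3K36me3 at Abca1 was 6.32 on day 0, -0.26 on day 1 and 8.78 on day 7. H3K36me3 can start from near absence over silent genes, where a log ratio is wide. Despite the larger size fewer genes passed in H3K36me3, 1112 rising and 848 falling against 1154 and 1212 in H3K4me1.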

Summarizing log_2_ fold change of the two histone modifications genome-wide, we find that dynamics in H3K36me3 are often larger than in H3K4me1 (Extended Data Fig. 10d). 

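In single-incubated cells the H3K4me1 pseudotime rose from day 0 on and that of H3K36me3 mostly after day 2. The median H3K4me1 pseudotime of single-incubated cells was 0.374 at day 0, 0.511 at day 1, 0.731 at day 3 and 0.909 at day 7. Day 0 has only 42 of these cells, with a median of 8263 counts against 13134 on day 1, and PC1 correlated with log depth across cells (Pearson's r 0.267 in H3K4me1 and 0.219 in H3K36me3), so the first step is not separated from depth. H3K36me3 pseudotime stayed at 0.311, 0.280 and 0.344 on days 0 to 2 and then jumped to 0.648 at day 3 and 0.770 at day 4. Pseudotime was rebuilt here from PC1 and runs from 0 to 1 in each mark on its own scale. Double-incubated cells showed no such order: by the authors' pseudotimes the largest step fell on day 4 in both marks by medians. By means it fell on day 5 in the score taken as H3K4me1 and on day 2 in the other. The scores do not name their mark, and if they were exchanged these days would be 2 and 5.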

Comparing pseudotime progression with day of sample collection shows that changes in H3K4me1 peak at day 2 and then increases progressively over the day while H3K36me3 dynamics peak around day 3 and 4 before relaxing towards steady state (Fig. 5c). The time of the largest change in H3K4me1 dynamics occurs 1 day before H3K36me3 (Fig. 5d), suggesting that global changes in H3K4me1 precede changes in H3K36me3. 

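The largest H3K4me1 step fell on day 1 by medians, with 0.137 over day 0, the day of fewest cells and lowest depth, and on day 2 by means, with 0.116. The largest H3K36me3 step fell on day 3 by both, with 0.304 and 0.182. The 2 marks were profiled on different plates, 8 for each. The day of the largest step had an SD of 1.20 days across the H3K4me1 plates and 0.463 days across the H3K36me3 plates. On H3K4me1 plates it fell on day 1 on 4, day 2 on 1, day 3 on 2 and day 4 on 1, and on H3K36me3 plates on day 3 on 6 and day 4 on 2. The day of the H3K4me1 step is loosely placed, since its steps of days 1 to 3 are near equal. From the earlier step, the paper proposes that global changes in H3K4me1 precede those in H3K36me3.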

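Genes called in both marks mostly changed in one direction, and of other blood lineages only 3 to 9 genes per list were measured. Among neutrophil genes 2 of 3 fell in H3K4me1 (2 adjusted over the list alone) and 1 in H3K36me3, and among mast cell genes 2 of 3 fell in each mark, with a median of -1.86 on the log2 scale over 7 days in H3K36me3. Dendritic cell genes had 1 rising and 3 falling of 9 in H3K4me1 (2 and 5) and 2 each way in H3K36me3. Of 3 lymphoid genes, with a median of 1.43 over 7 days in H3K36me3, Blnk rose in both marks, and of 3 megakaryocyte genes Vwf rose in H3K36me3, with 3 falling in H3K4me1 only when adjusted over the list alone. None of 4 erythroid genes passed edgeR's quasi-likelihood test in either mark, where Rhd in H3K4me1 (unadjusted p = 0.0433) and Alas2 in H3K36me3 (unadjusted p = 0.0444) came nearest. Cell cycle genes had 1 rising and 3 falling of 23 in H3K4me1 (0 and 3) and 4 falling in H3K36me3 (4), and of 7 housekeeping genes 2 fell in H3K4me1 (2) and B2m rose in H3K36me3. Of 2366 gene bodies called in H3K4me1 and 1960 in H3K36me3, 968 were called in both. Of these, 891 changed in one direction and 77 in opposite directions. Joint rises numbered 521, against 186 if the calls were independent, and joint falls 370 against 149. No other order of the 8 days gave as many calls among 100 random orders, with at most 1152 against 2366 in H3K4me1 and 388 against 1960 in H3K36me3. Genes of one culture change together, so the number of genes is not a number of independent events.

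**Figure D9:**
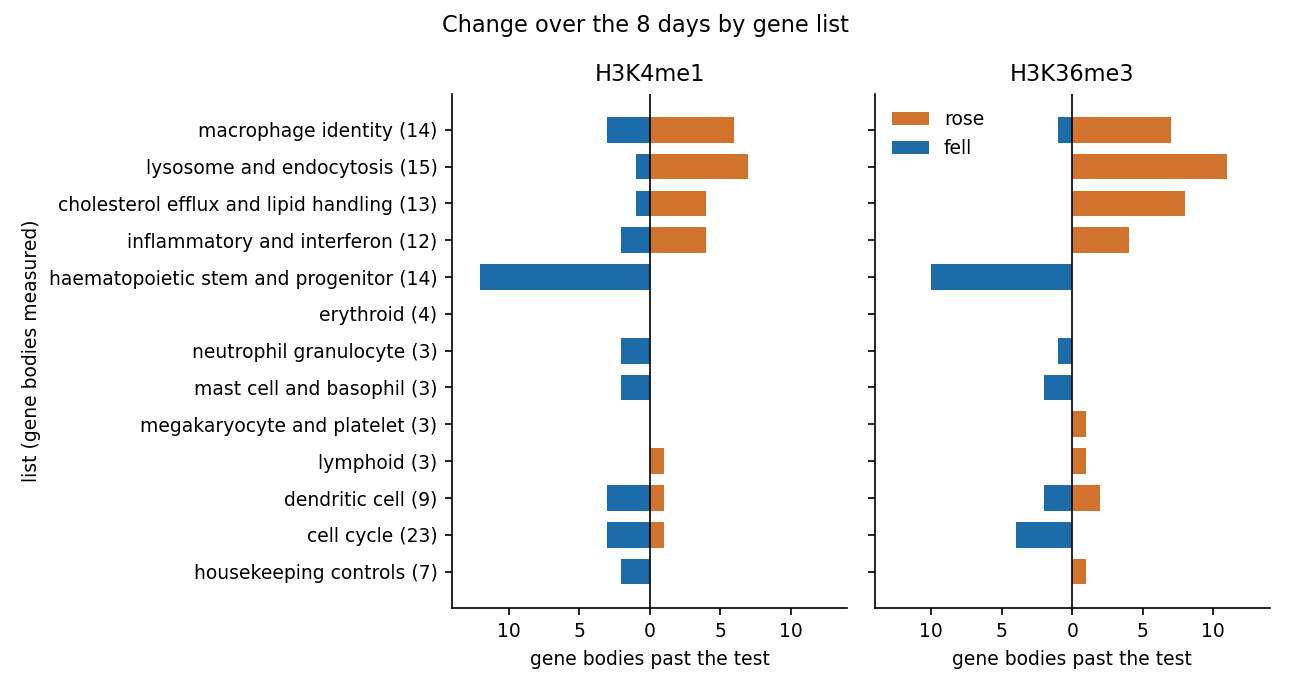
Number of gene bodies (x axis) of each gene list (y axis) that rose or fell over the 8 days in H3K4me1 and in H3K36me3. In H3K36me3 the lysosome list has 11 rising and 0 falling, and the stem and progenitor list 0 rising and 10 falling.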

Summarizing at the genome-wide level, UMAPs of H3K4me1 and H3K36me3 of single-incubated cells show that both active marks move progressively towards a macrophage state during the timecourse (Fig. 5e).

Using continuous pseudotime of H3K4me1 and H3K36me3 as our training data (Methods), for both H3K4me1 and H3K36me3 we infer where along pseudotime each double-incubated cell came from. Plotting the inferred pseudotimes of each mark for each cell uncovers the dynamic relationships between the two marks (Fig. 5e). H3K4me1 pseudotime initially progresses while H3K36me3 remains relatively unchanged. As H3K4me1 pseudotime approaches 0.5, H3K36me3 then progresses rapidly towards 1. This sigmoidal-like relationship between H3K4me1 versus H3K36me3 pseudotime progression is consistent with H3K4me1 dynamics occurring before H3K36me3. 

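In the same cell, the pseudotime taken as that of H3K36me3 stayed low while that taken as H3K4me1 advanced. The deposited scores do not name their mark, and the first was taken as H3K4me1 from the order in which the marks are named and from the relation shown in Fig. 5e. Which mark leads is therefore not tested by these values. For the 1271 double-incubated cells with the authors' pseudotimes, the median H3K36me3 pseudotime was 0.130 for H3K4me1 pseudotime of 0.4 to 0.5 (35 cells) and 0.281 for 0.5 to 0.6 (252 cells). It then rose to 0.587 (94 cells), 0.814 (225 cells) and 0.953 (600 cells) over the next 3 intervals of 0.1. Between 0.9 and 1.0 it was 0.840 in 7 cells. Below 0.4 there are 58 cells with medians of 0.243, 0.175 and 0.105, so the early flat part rests on few cells. The authors summed each cell with 25 neighbours before this estimate, which makes nearby cells dependent. The paper holds this sigmoidal relation to be compatible with H3K4me1 changing before H3K36me3.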

Finally, we used this inferred pseudotime information to project the deconvolved cells onto the H3K4me1 and H3K36me3 UMAPs. Both UMAPs showed that the single-incubated and deconvolved cells intermingle with each other, suggesting that deconvolution was successful (Extended Data Fig. 10e,f). Using the deconvolved cells as anchors, we then linked the two histone modification maps together (Fig. 5f).

Since we observed that H3K4me1 dynamics occur before H3K36me3, we asked whether we could model the H3K36me3 dynamics as a first-order differential equation analogous to RNA velocity^45^ (Fig. 5g, top; Methods). Since our data come from a timecourse, we directly fitted the exponential curves for dynamic genes along pseudotime for H3K36me3 (Extended Data Fig. 10g), which avoids making steady-state assumptions and leverages information from both single-incubated and deconvolved cells across histone modifications. The distribution of inferred rate constants from the exponential fit show a median of approximately 2.3 per pseudotime (Extended Data Fig. 10h). These rate constants were then used to predict the H3K36me3 levels for each cell over small pseudotime steps (Δ*t* = 0.02; Fig. 5g). 

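Fitted rates of H3K36me3 spread about as widely between genes as those of simulated genes that share a rate of 0.5. The exponential of the paper was fitted to 1960 gene bodies called in H3K36me3, in 20 groups of equal cell number along pseudotime. A rate inside the limits was found for 869 gene bodies, with a median of 2.16 per pseudotime and quartiles of 1.06 and 3.83. For another 1085 the rate ran to the lower limit, where the fitted curve is near linear, and for 6 to the upper one. Whether those changes are themselves linear was not tested. All 11 genes the paper names ran to the lower limit. In simulated genes a true rate of 0.5 returned a median of 2.22 with quartiles of 1.03 and 3.88, a true rate of 2 returned 2.32 with quartiles of 1.51 and 3.74, and a true rate of 5 returned 5.09 with quartiles of 3.92 and 7.11. A median near 2 thus does not by itself tell slow from moderate rates, and the spread neither shows nor excludes that genes differ in rate. A rate inside the limits was returned for 56.8%, 85.2% and 88.4% of simulated genes at these 3 rates. The 869 of 1960 found here are a lower share than each. The simulated settings thus do not reproduce this share, and it excludes none of these rates. The same fit to H3K4me1 gave 1.67 over 848 gene bodies.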

Finally, summarizing the predictions of dynamic genes, we projected the high-dimensional velocity vectors onto the first two principal components (PCs). From the chromatin velocity summary, we found that differentiation starts with large changes in H3K36me3 dynamics, and then relaxes towards the macrophage state.

In summary, we applied scChIX-seq to two active histone modifications to find dynamic relationships between activation states. We then model these dynamics to infer chromatin velocity during macrophage differentiation.

### Discussion

Here, we demonstrate that scChIX-seq can deconvolve multiplexed histone modifications, expanding the number of histone marks that can be profiled in single cells. Using simulations, purified cell types and whole bone marrow, we demonstrate that scChIX-seq can accurately map several histone marks. To show how scChIX-seq can reveal unique biological insights in more challenging systems, we applied scChIX-seq to study H3K36me3 and H3K9me3 dynamics during mouse organogenesis to reveal the joint transcriptional and heterochromatin relationships in single cells. scChIX-seq can identify complex cell-type relationships between histone modifications, such as when several cell types can share a similar heterochromatin landscape. Finally, we applied scChIX-seq to two active marks during macrophage in vitro differentiation to quantify the relationship between two correlating marks. Importantly, scChIX-seq is flexible in which histone modifications can be used. The correlation structure between modifications is inferred from the model and therefore does not require a priori assumptions of specific features of the two modifications. Thus, scChIX-seq complements a recent method that focuses on differences in fragment lengths between Pol2 serine-5 phosphate and H3K27me3 to assign reads to their respective mark^46^.

Recently, there have been new experimental innovations to CUT&TAG that modify the pA-Tn5 complex to map several histone modifications in single cells^24,47–49^. One drawback of Tn5-based approaches (for example, CUT&TAG) compared with MNase-based (for example, sortChIC and CUT&RUN) used in this study is that Tn5 can have biases to open chromatin^50^. Current CUT&TAG methods suppress this bias by using more stringent washing conditions^51^, but exceedingly high salt conditions reduce the sensitivity and could wash away weakly bound factors such as transcription factors^50,51^. On the flip side, MNase-based approaches involve more experimental effort than Tn5-based approaches, reducing the number of single cells that can be processed per round. Although we demonstrate our scChIX-seq method using an MNase-based approach (sortChIC), our computational and experimental framework can also be applied to Tn5-based strategies. Furthermore, our scChIX-seq method may have synergies with recent nanobody-based methods^47,48^. For example, using two nanobodies, each specific to a different species of immunoglobulin G, one can profile four histone modifications by generating two sets of scChIX-seq simultaneously: two antibodies raised from one species and the other two antibodies raised from the second species.

A limitation in scChIX-seq is that the maximum number of cuts at a specific base pair location is fundamentally limited by the copy number in that cell. Therefore, a nucleosome that has several modifications in their histone tails would still be cut only once. Currently, our binning strategy (5 kilobase (kb), 50 kb or gene bodies, depending on the biological question) and multinomial model assumes that there is no limit to the number of fragments that can be generated in one bin, which is an approximation that is valid when the bins are large and the number of cuts within the bins are small (for example, due to dropouts).

We demonstrate that scChIX-seq can reveal biological insights by multimodal analysis that would otherwise be obscured by analyzing each modality separately. Overall, scChIX-seq unlocks multimodal analysis in antibody-based chromatin profiling and enables joint analysis of distinct histone modifications in single cells.

## Methods

### Animal experiments

All mice used in this study were Cast-EiJ/Bl6 mice and were bred and maintained in the Hubrecht Institute Animal Facility. All mouse experimentation was approved by the Animal Experimentation Committee (DEC) from the Koninklijke Nederlandse Akademie van Wetenschappen (KNAW) and complied with existing European Union legislation and local standards.

#### Mouse bone marrow

Male 13-week-old C57BL/6 mice were used to extract bone marrow cells. Femurs and tibia were extracted, the bone ends were cut away to access the bone marrow, which was flushed out using a 22G syringe with HBSS (– calcium, – magnesium, – phenol red, Gibco, catalog no. 14175053) supplemented with Pen-Strep and 1% fetal calf serum. The bone marrow was dissociated and debris removed by passing through a 70 μm cell strainer (Corning, catalog no. 431751). Cells were washed with 25 ml supplemented HBSS before depleting the sample of unnucleated cells using IOTest 3 Lysing solution (Beckman Coulter) following the providerʼs instructions. Cells were washed an additional two times with PBS before processing them by the sortChIC protocol for histone modifications. For whole bone marrow experiments (that is, not enriched for specific cell types), we processed cells using the sortChIC protocol for unfixed cells (without ethanol fixation). For the ground truth experiment with sorted cell types, we processed cells using the sortChIC protocol for ethanol-fixed cells. For ethanol fixation, cells were resuspended in 70% ethanol and fixed for 1 h at –20 °C. Afterwards cells were resuspended in Storage buffer (42.5 ml H_2_O RNAse free, 1 ml 1 M HEPES pH 7.5 (Invitrogen), 1.5 ml 5 M NaCl, 3.6 μl spermidine (Sigma Aldrich, catalog no. S2626-5G), protease inhibitor (Sigma Aldrich, catalog no. 5056489001), 200 μl 0.5 M EDTA, 5 μl dimethylsulfoxide) and frozen at –80^∘^C, before processing by the sortChIC protocol.

#### Mouse organogenesis

No randomization or blinding was performed. Sex of embryos was not known at the time of collection. Four to five embryos were pooled for each reported timepoint (E9.5, E10.5, E11.5) before single-cell isolation. Pooled embryos were dissociated in TrypleE for 10 min at room temperature. Undigested portions were physically removed and the remainder filtered through a 30 μm filter before the single-cell suspension was split into three samples for each timepoint and each scChIX-seq experiment. Per timepoint, two single-cell samples were used each for a single antibody incubation (H3K36me3 or H3K9me3) and one sample for the double antibody incubation (H3K36me3 + H3K9me3). Antibody incubation was performed as described in the scChIX-seq protocol before single-cell capture using flow cytometry. A DNA library was prepared for each sample using the sortChIC protocol for unfixed cells.

#### In vitro macrophage differentiation

For in vitro differentiation of bone marrow-derived macrophages, bone marrow was collected aseptically by flushing tibia and femurs from euthanized wild-type male C57BL/6 mice with sterile RPMI and 10% FCS through a 70 μm cell strainer (Corning). To enrich for stem and progenitor cells, lineage marker-positive (Lin^+^) cells were depleted by magnetic-activated cell sorting using a mouse Lineage Cell Depletion kit (Miltenyi Biotec). Lin^–^ cells were cultured on nontissue-culture-treated plates (Corning) for 7 days in RPMI medium supplemented with 10% FCS, 100 IU ml^–1^ penicillin, 100 mg ml^–1^ streptomycin and 10 ng ml^–1^ recombinant murine MCSF (Peprotech). Medium was refreshed after 3 days. Every 24 h, suspension cells were collected and adherent cells were harvested by incubating 10 min in 2 mM EDTA/0.5% BSA in PBS. Suspension and adherent cells were combined and stained with CellTrace fluorescent labels (Thermo Fisher), according to manufacturer’s instructions. Briefly, cells were pelleted and resuspended in 37 °C PBS containing fluorescent dyes (working concentrations CellTrace CSFE (CTC): 2.5 μM; CellTrace Yellow (CTY): 2.5 μM; CellTrace Far Red (CTFR): 0.5 μM) at a concentration of 1,000,000 cells ml^–1^. Cells were incubated at 37 °C protected from light for 20 min. Staining reactions were stopped by adding two volumes of RPMI/10% FCS and incubating for 5 min at room temperature, protected from light, after which cells were washed twice in PBS. The following combinations of labels were used: unstained (day 0), CTC (day 1), CTY (day 2), CTFR (day 3), CTC + CTY (day 4), CTC + CTFR (day 5), CTY + CTFR (day 6) and CTC + CTY + CTFR (day 7). After harvesting and staining, cells were fixed in 70% ethanol for 1 h and stored for later by the sortChIC protocol for fixed cells.

### Cell preparation without ethanol fixation for sortChIC experiments

Cells from whole bone marrow (H3K4me1+H3K27me3) and mouse embryos (H3K36me3+H3K9me3) were processed using the sortChIC method without ethanol fixation. Cells were processed in 0.5 ml protein low-binding tubes. Following steps were performed on ice. Cells were resuspended in 500 μl wash buffer (47.5 ml H_2_O RNAse free, 1 ml 1 M HEPES pH 7.5 (Invitrogen), 1.5 ml 5M NaCl, 3.6 μl pure spermidine solution (Sigma Aldrich)). Cells were pelleted at 600*g* for 3 min and resuspended in 400 μl wash buffer 1 (wash buffer with 0.05% saponin (Sigma Aldrich), protease inhibitor cocktail (Sigma Aldrich), 4 μl 0.5 M EDTA) containing the primary antibody (1:100 dilution for the antibody, saponin has to be prepared fresh every time as a 10% solution in PBS). Cells were incubated overnight at 4 °C on a roller, before being washed once with 500 μl wash buffer 2 (wash buffer with 0.05% saponin, protease inhibitor). Afterwards cells were resuspended in 500 μl wash buffer 2 containing Protein A-Micrococcal Nuclease (pA-MNase) (3 ng ml^–1^) and incubated for 1 h at 4 °C on a roller.

Finally, cells were washed an additional two times with 500 μl wash buffer 2 before passing it through a 70 μm cell strainer (Corning, catalog no. 431751) and sorting G1 cells based on Hoechst staining on a BD Influx FACS machine into 384-well plates containing 50 nl wash buffer 3 (wash buffer containing 0.05% saponin) and 5 μl sterile filtered mineral oil (Sigma Aldrich) per well. Small volumes were distributed using a Nanodrop II system (Innovadyme).

### Cell preparation with ethanol fixation and surface antibody incubation for sortChIC experiments

Cells from sorted bone marrow (H3K27me3+H3K9me3) and macrophage in vitro differentiation (H3K4me1+H3K36me3) were processed using the ethanol fixation protocol. Sorted bone marrow cells were also incubated with surface antibody to enrich for known cell types. For the ethanol-fixed cells the above described sortChIC protocol was adapted. Wash buffers were used as described above, except that 0.05% saponin was exchanged for 0.05% Tween. Ethanol-fixed cells were thawed on ice. Cells were spun at 400*g* for 5 min and washed once with 400 μl wash buffer 1. Cells were spun again at 400*g* and resuspended in 400 μl wash buffer 1. Cell suspension was split into three samples each having a volume of 400 μl and incubated with one or two antibodies (1:100 dilution for the antibody) overnight on a roller at 4 °C. The next day, cells were spun at 400*g*, washed once with 400 μl wash buffer 2 and resuspended in 500 μl wash buffer 2 containing pA-MNase (3 ng ml^–1^) and incubated for 1 h on a rotator at 4 °C. Next, cells were spun at 400*g* and resuspended in 400 μl wash buffer 2 (with addition of 5% blocking rat serum). To sort for defined cell types in the ground truth bone marrow experiment, surface antibodies were added according to these concentrations and were incubated for 30 min on ice:

$$\begin{array}{l}\begin{array}{ll}{{\mbox{antibody}}}\,&\,{{\mbox{info}}}\\ {{\mbox{GR1}}}\,&\,{{\mbox{A647, anti-mouse Ly-6G/Ly-6C (Gr-1) Antibody,}}}\\ & {\mbox{clone: RB6-8C5}}\\ {{\mbox{NK1}}}\,&\,{{\mbox{A488, anti-mouse NK-1.1 Antibody, clone: PK136}}}\\ {{\mbox{CD19}}}\,&\,{{\mbox{BV421, anti-mouse CD19 Antibody, clone: 6D5}}}\end{array}\\\begin{array}{l}{{\mbox{working concentration}}}\\1:8,000\\1:400\\1:200\end{array}\end{array}$$

BD FAC software v.1.2.0.142 was used to collect data from the FACS machine during cell sorting; see Supplemental Fig. 1 for the gating strategy.

Finally, samples were washed once with 500 μl wash buffer 2 before passing them through a 70 μm cell strainer (Corning, catalog no. 431751) and sorting on a BD Influx FACS machine, with surface antibody specific gating, into 384-well plates containing 50 nl wash buffer 3 (wash buffer containing 0.05% Tween) and 5 μl sterile filtered mineral oil (Sigma Aldrich) per well. Small volumes were distributed using a Nanodrop II system (Innovadyme).

### MNase activation for sortChIC experiments

Targeted fragmentation was started by the addition of 5 μl wash buffer 2 containing 4 mM CaCl_2_. For digestion, plates were incubated for 30 min in a PCR machine set at 4 °C. Afterwards the reaction was stopped by adding 100 nl of a stop solution containing 40 mM EGTA, 1.5% NP40, and 10 nl 2 mg ml^−1^ proteinase K. Plates were incubated in a PCR machine for further 20 min at 4 °C, before chromatin was released and pA-MNase permanently destroyed by proteinase K digestion at 65 °C for 6 h followed by 80 °C for 20 min to heat inactivate proteinase K. Afterwards plates were stored at –80 °C until further processing.

### Library preparation for sortChIC experiments

DNA fragments were blunt ended by adding 150 nl end repair mix per well and incubating for 30 min at 37 °C followed by 20 min at 75 °C for enzyme inactivation. End repair mix per well: Klenow large (NEB, catalog no. M0210L) 2.5 nl, T4 PNK (NEB, catalog no. M0201L) 2.5 nl, dNTPs 10 mM 6 nl, ATP 100 mM 3.5 nl, MgCl_2_ 25 mM 10 nl, PEG8000 50% 7.5 nl, PNK buffer 10× (NEB, catalog no. B0201S) 35 nl, BSA 20 ng 1.8 nl, nuclease-free water 81.3 nl.

Blunt fragments were subsequently A-tailed by adding 150 nl per well of A-tailing mix and incubated for 15 min at 72 °C. Through the strong preference of AmpliTaq 360 to incorporate dATP as a single base overhang even in the presence of other nucleotides, a general dNTP removal was not necessary. A-tailing mix per well: AmpliTaq 360 (Thermo Fisher Scientific, catalog no. 4398828) 1 nl, dATPs 100 mM 1 nl, KCl 1 M 25 nl, PEG8000 50% 7.5 nl, BSA 20 ng 0.8 nl, nuclease-free water 114.8 nl.

Fragments were ligated to T-tail containing forked adapters containing a T7 polymerase binding site for in vitro transcription (IVT)-based amplification.

Top strand: 5′-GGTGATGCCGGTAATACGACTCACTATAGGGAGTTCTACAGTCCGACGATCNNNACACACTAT-3′

Bottom strand: 5′-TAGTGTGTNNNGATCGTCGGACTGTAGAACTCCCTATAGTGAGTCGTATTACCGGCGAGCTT-3′

The three random nucleotides (NNN) were the unique molecular identifier used for read deduplication and the eight bases afterwards represent the cell barcodes, which were different for each of the 384 wells. For a full list of adapters and the cell barcodes for each well, see the excel sheet in Supplemental Table 1. Cell barcodes for each 384-well plates are also found as a text file in the scChIX-seq Github repository: (https://github.com/jakeyeung/scChIX/blob/main/inst/extdata/cellbarcodes_384_NLA_annotated.bc).

For ligation, 50 nl of 5 μM adapter in 50 mM Tris pH 7 was added to each well with a Mosquito HTS (ttp labtech). After centrifugation, 150 nl of ligation mix was added before incubating plates for 20 min at 4 °C, followed by 16 h at 16 °C for ligation and 10 min at 65 °C to inactivate ligase. Adapter ligation mix per well: T4 ligase (400,000 U ml^–1^, NEB, catalog no. M0202L) 25 nl, MgCl_2_ 1 M 3.5 nl, Tris 1 M pH 7.5 10.5 nl, DTT 0.1 M 52.5 nl, ATP 100 mM 3.5 nl, PEG8000 50% 10 nl, BSA 20 ng 1 nl, nuclease-free water 44 nl.

Before pooling, 1 μl nuclease-free water was added to each well to minimize material loss. Ligation products were pooled by centrifugation into oil coated VBLOK200 Reservoir (ClickBio) at 500*g* for 2 min and the liquid face was transferred into 1.5 ml Eppendorf tubes and then purified by centrifugation at 13,000*g* for 1 min and transferred into a fresh tube twice. DNA fragments were purified using Ampure XP beads (Beckman Coulter, prediluted one in eight in bead binding buffer: 1 M NaCl, 20% PEG8000, 20 mM Tris pH 8, 1 mM EDTA) at a bead to sample ratio of 0.8. After 15 min incubation at room temperature, beads were washed twice with 1 ml 80% ethanol resuspending the beads during the first wash and resuspended in 20 μl nuclease-free water. After 2 min elution, the supernatant was transferred into a fresh 0.5 ml tube. A second cleanup was performed adding 26 μl undiluted Ampure XP beads and the beads were resuspended in 8 μl nuclease-free water. The cleaned DNA was then linear amplified by IVT by adding 12 μl of MEGAscript T7 Transcription Kit (Fisher Scientific, catalog no. AMB13345) for 12 h at 37 °C. Template DNA was removed by addition of 2 μl^–1^ TurboDNAse (IVT kit) and incubation for 15 min at 37 °C. The RNA produced was further purified using RNA Clean XP beads (Beckman Coulter) at a beads to sample ratio of 0.8 and samples were resuspended in 22 μl of nuclease-free water. RNA was fragmented by mixing in 4.4 μl fragmentation buffer (200 mM Tris-acetate pH 8.1, 500 mM KOAc, 150 mM MgOAc) and incubation for 2 min at 94 °C. Fragmentation was stopped by transferring samples to ice, adding 2.64 μl 0.5 M EDTA and another bead cleanup; samples were resuspended in 12 μl nuclease-free water.

RNA (5 μl) was primed for reverse transcription by adding 0.5 μl 10 mM dNTPs and 1 μl 20 mM randomhexamerRT primer (5′-GCCTTGGCACCCGAGAATTCCANNNNNN-3′) and hybridizing it by incubation at 65 °C for 5 min followed by direct cool down on ice. Reverse transcription was performed by further addition of 2 μl first strand buffer (part of Invitrogen kit, catalog no. 18064014), 1 μl 0.1 M DTT, 0.5 μl RNAseOUT (Invitrogen, catalog no. LS10777019) and 0.5 μl SuperscriptII (Invitrogen, catalog no. 18064014) and incubating the mixture at 25 °C for 10 min followed by 1 h at 42 °C. Single-stranded DNA was purified through incubation with 0.5 μl RNAseA (Thermo Fisher, catalog no. EN0531) and incubation for 30 min at 37 °C.

A final PCR amplification to add the Illumina small RNA barcodes and handles was performed by adding 25 μl of NEBNext Ultra II Q5 Master Mix (NEB, catalog no. M0492L), 11 μl nuclease-free water and 2 μl of 10 μM RP1 and RPIx primers.

### PCR protocol for sortChIC experiments

Activation for 30 s at 98 °C, 8–12 cycles (depending on starting material), 10 s at 98 °C, 30 s at 60 °C, 30 s at 72 °C, final amplification 10 min at 72 °C.

PCR products were cleaned by two consecutive DNA bead clean-ups with a bead to sample ratio of 0.8. Final product was eluted in 7 μl nuclease-free water. The abundance and quality of the final library were assessed by QUBIT and bioanalyzer.

### Data processing

All DNA libraries were sequenced on a Illumina NextSeq500 with 2 × 75 bp. We ran the raw fastq files through the Single-Cell MultiOmics (SCMO) workflow (github.com/BuysDB/SingleCellMultiOmics^52^). The workflow comprises of six steps.

(1) Demultiplex raw fastq files using demux.py (SCMO). (2) Trim fastq files by removing adapters using cutadapt (v.3.5). (3) Map trimmed fastq files using bwa (v.0.7.17-r1188). (4) Tag bam files with cell barcode information, using bamtagmultiome.py (SCMO). (5) Generate count tables using bamToCountTable.py (SCMO). (6) Run dimensionality reduction of count matrices using run_LDA_model.R. See an example of the pipeline in the scChIX-seq Github repository^53^.

### Unmixing scChIX-seq signal

Single-cell epigenomics techniques (for example, sortChIC, CUT&RUN and CUT&TAG) generate a vector of counts indicating the number of cut fragments that map in each genomic region for each cell. We model the vector of counts from a double-incubated cell $$\overrightarrow{y}$$ as a linear combination of two multinomial distributions: one coming from a cluster *c* of histone modification 1, parameterized by $${\overrightarrow{p}}_{c}$$, the other from another cluster *d* of histone modification 2 $${\overrightarrow{q}}_{d}$$. The log-likelihood for a linear combination of two multinomials is:

1 $${{{{\rm{L}}}}}_{(c,d)}=\log (P\left(\overrightarrow{y}| {\overrightarrow{p}}_{c},{\overrightarrow{q}}_{d},w\right))\propto \mathop{\sum }\limits_{g=1}^{G}{y}_{g}\log \left(w{p}_{c,g}+\left(1-w\right){q}_{d,g}\right).$$

$$\overrightarrow{y}$$ is the number of cuts across the genome for a double-incubated cell. *p*_*c*,*g*_ and *q*_*d*,*g*_ are cluster-specific probabilities indicating the likelihood that a cut fragment maps to region *g* in histone modifications 1 and 2, respectively. *w* is the mixing fraction of histone modification 1 in the double-incubated cell, which we estimate by maximizing the log-likelihood given $$\overrightarrow{y}$$, $${\overrightarrow{p}}_{c}$$ and $${\overrightarrow{q}}_{d}$$.

Applying single-cell techniques to complex tissues generates data with many clusters. Therefore, given a double-incubated cell, we do not know which pair of clusters (*c*,*d*) were combined to generate the observed counts. We therefore calculate the log-likelihood for all possible pairs of clusters learned from the training data and then select the cluster pair with the highest probability for each cell.

Cluster-specific probabilities $${\overrightarrow{p}}_{c}$$ and $${\overrightarrow{q}}_{d}$$ are learned by applying LDA (with k = 30 topics) using the topicmodels R package^54^ to the training data (that is, single-incubated cells), which are count matrices.

After assigning each cell to the most probable cluster pair $$(\hat{c},\hat{d})$$, we assign *y*_i,j_, the jth read mapped to region *g* in cell *i*, to histone mark 1 with probability *P*_i,j_:

2 $${P}_{\mathrm{i,j}}=\frac{w{p}_{\hat{c},g}}{w{p}_{\hat{c},g}+\left(1-w\right){q}_{\hat{d},g}}.$$

This assignment generates a pair of vectors $${\overrightarrow{y}}_{1,i}$$ and $${\overrightarrow{y}}_{2,i}$$ that are linked because they both come from cell *i*. Unmixed counts $${\overrightarrow{y}}_{1,i}$$ and $${\overrightarrow{y}}_{2,i}$$ are then projected back onto the space inferred from training data of histone modification 1 and 2, respectively. The links between histone modification 1 and 2 are used to transfer labels and create linked UMAPs between the two histone modifications.

### Latent Dirichlet allocation

LDA is a probabilistic matrix decomposition model that is useful when the input data is a matrix of counts. LDA uses hierarchical multinomial models to estimate the relative frequencies of cuts in each genomic region in single cells.

To generate the genomic location of the jth read for cell i:

Choose a topic *z*_i,j_ by sampling from the cell-specific distribution of topics:

$$\begin{array}{r}{\overrightarrow{U}}_{\mathrm{i}} \sim \,{{{\rm{Dirichlet}}}}\,(\alpha )\\ {z}_{\mathrm{i,j}} \sim \,{{{\rm{Multinomial}}}}\,({\overrightarrow{U}}_{i},1)\end{array}$$

Choose genomic region *w*_i,j_ by sampling from the topic-specific distribution of genomic regions:

$$\begin{array}{r}{\overrightarrow{V}}_{\mathrm{k}} \sim \,{{{\rm{Dirichlet}}}}\,(\delta )\\ {w}_{\mathrm{i,j}} \sim \,{{{\rm{Multinomial}}}}\,({\overrightarrow{V}}_{{z}_{\mathrm{i,j}}},1)\end{array}$$

The Dirichlet distributions are priors to prevent overfitting when there are few cuts in the region. We used the LDA model implemented by the topicmodels R package, using the Gibbs sampling implementation with hyperparameters *α* = 1.67, *δ* = 0.1, where K is the number of topics^23^.

We estimate $${\overrightarrow{p}}_{c}$$ and $${\overrightarrow{q}}_{d}$$ for each cluster in histone modification 1 $$\{{\overrightarrow{p}}_{1},{\overrightarrow{p}}_{2},...,{\overrightarrow{p}}_{C}\}$$ and modification 2 $$\{{\overrightarrow{q}}_{1},{\overrightarrow{q}}_{2},...,{\overrightarrow{q}}_{D}\}$$ by averaging the estimated probabilities across cells assigned to each cluster for each gene *g*:

$$p_{g,c}=\frac{1}{\vert C \vert}\mathop{\sum }\limits_{\mathrm{i}\in C}\mathop{\sum }\limits_{\mathrm{k}=1}^{K}{V}_{\mathrm{g,k}}{U}_{\mathrm{k,i}}$$

where *C* is the set of cells that belong to cluster *c*.

### Simulation of single- and double-incubated histone modification data

To simulate multimodal single-cell histone modification data with varying degrees of overlap, we extended simATAC^55^ to allow generating cell-type profiles from histone modifications of varying mutually exclusive relationships.

For each cell type, we first run simATAC to generate sparse count data of 10,000 loci across 750 cells partitioned into three technical replicates of 250 cells each. The high-dimensional count data are sparse. Counts from each locus are generated according to a Poisson likelihood with locus-specific means (*λ*) matching real single-cell ATAC-seq from K562 cells (GSE99172).

In our 750 cells, cells 1–250 represent single-incubated cells from mark 1; cells 251–500 from mark 2; cells 501–750 from double-incubated cells. Cells from mark 1 have counts generated from locus-specific means *λ*. Cells from mark 2 also have counts generated from *λ*, but we swap the top *x*% of bins with highest *λ* with bins with lowest *λ*, allowing precisely defined sets of mutually exclusive and overlapping bins. We use *x* = 1%, 50% and 99% to benchmark our method from mostly overlapping (that is *x* = 1%) to mostly mutually exclusive (that is *x* = 99%) Cells from mark 3 are generated by adding counts generated from mark 1 and mark 2 to simulate double-incubated cells.

To generate cell-type-specific profiles, we repeat the above with a cell-type-specific random seed and shuffle the order of the bins. This generates count data where *λ* is cell-type specific, but the distribution of *λ* are preserved genome-wide.

### Estimating the top cluster-specific bins

We use the LDA matrix factorization to identify the top cluster-specific bins in the data. We rank the bin loadings for each cell type and take the top 150 (whole bone marrow) or 250 (mouse organogenesis) bins with the largest loadings.

### Inferring pseudotime in differentiation data

To analyze the macrophage differentiation data, we first removed erythroblasts, plasmacytoid dendritic cells, and innate lymphocyte cells from the data, which were concentrated at day 0 and not considered to be part of the macrophage differentiation trajectory. We then ran LDA (k = 30 topics) and performed principal component analysis (PCA) on the LDA outputs, which retrieves the principal components that explain the largest amount of variance after denoising the data. We used the first principal component for H3K4me1 and H3K36me3 to define pseudotime, which we found correlates with the day along the timecourse.

### Unmixing scChIX-seq signal from continuous pseudotime

To apply scChIX-seq on continuous pseudotime, we modify the log-likelihood (equation (1)) to account for a continuous variable:

3 $${{{\rm{L}}}}\left({t}_{1},{t}_{2}\right)=\log \left(P\left(\overrightarrow{y}| \overrightarrow{p}\left({t}_{1}\right),\overrightarrow{q}\left({t}_{2}\right),w\right)\right)\propto \mathop{\sum }\limits_{g=1}^{G}{y}_{g}\log \left(w{p}_{g}\left({t}_{1}\right)+\left(1-w\right){q}_{g}\left({t}_{2}\right)\right)$$

where *t*_1_ ∈ [0, 1] is pseudotime from histone modification 1 and *t*_2_ ∈ [0, 1] is pseudotime from modification 2.

To estimate pseudotime, we ran LDA to denoise the count matrix, and then ran PCA to estimate largest principal components explaining the variance in the data. We took the first principal component as our pseudotime estimate for both marks, which captured the epigenomic changes over the 7-day timecourse.

$${p}_{g}\left(t\right)$$ is estimated by fitting the signal from histone modification 1 at genomic region *g* with a lowess curve along pseudotime. We estimate *q*_*g*_ analogously but using signal from histone modification 2.

To infer the pseudotime of histone modifications 1 and 2 simultaneously given a vector of counts from a double-incubated cell, we estimate *t*_1_ and *t*_2_ that minimizes the log-likelihood *L* from equation (3). We estimate the variance-covariance matrix of *t*_1_ and *t*_2_ by the square root of the inverse of the Hessian matrix, which we use to calculate the standard errors.

Since the *t*_1_ and *t*_2_ are constrained between 0 and 1, we use the L-BFGS-B optimization algorithm implemented in R. Since estimates from a single cell can sometimes be noisy due to low counts, we sum the counts across the 25-nearest neighbors (estimated from the latent space inferred by LDA) for each double-incubated cell.

### Chromatin velocity during macrophage differentiation

We assume that dynamic genomic regions in H3K36me3 can be modeled using a first-order differential equation

4 $$\frac{d{K}_{36}\left(t\right)}{dt}={K}_{4}\left(t\right)-\gamma {K}_{36}\left(t\right).$$

We estimate the time constant *γ* for each genomic region by fitting an exponential relaxation function across pseudotime

5 $${K}_{36}\left(t\right)={y}_{0}+A\left(1-{e}^{-\gamma t}\right),$$

where *y*_0_ is the signal at *t* = 0 and *A* is the predicted H3K36me3 levels at steady state. Fitting the *γ* directly from the pseudotime allows us to leverage signal from both single- and deconvolved cells.

To predict future values of H3K36me3 levels for each cell at each genomic region, we use the Euler method and plug in the estimated *γ*, H3K4me1 levels at time *t* and time step *h* of 0.02 pseudotime units:

6 $${K}_{36}\left(t+1\right)={K}_{36}\left(t\right)+h\left({K}_{4}\left(t\right)-\gamma {K}_{36}\left(t\right)\right).$$

Finally, we project the single- and double-incubated H3K36me3 signal onto the first two principal components and project the predicted future values onto the PCA. We use the velocity grid flow visualization as implemented in velocyto^56^ to visualize the velocity vectors on the PCA space.

### Comparison with multi-CUT&TAG

Raw fastq files (R1, R2 and R3) from the single-cell experiments were downloaded from Gene Expression Omnibus accession number GSE171554. The first 42 bases of the reads in R1 and R2 were trimmed to remove the barcodes and the bases common to all Tn5 adapter sequences. The 16-base cell barcodes in R3 were added to the fastq headers of R1 and R2. The trimmed and cell-barcoded R1 and R2 reads were then aligned to the mm10 mouse genome using Burrows-Wheeler aligner (bwa v.0.7.17-r1188). Fragments that start at same location and have the same cell barcode were considered duplicates and discarded. Cells with more than 100 fragments with MAPQ scores in R1 greater than or equal to 40 were kept for comparison with scChIX-seq.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41587-022-01560-3.

### Supplementary information

Supplementary information Table of contents, Supplementary Fig. 1 and captions.

Reporting Summary

Supplementary Table 1 Full adapter sequences and cell barcodes.

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through Gene Expression Omnibus Series accession number GSE155280 (ref. ^57^).

How the deposited data were processed for this re-analysis (not part of the article)

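The data are 33 samples of mouse cells with 1 sample per condition: purified B cells, granulocytes and NK cells (H3K27me3, H3K9me3 and both), whole bone marrow (H3K4me1, H3K27me3 and both), embryos of 3 stages (H3K36me3, H3K9me3 and both) and a macrophage time course of 8 days (H3K4me1, H3K36me3 and both). Every condition of the study was used.

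The count tables hold raw counts of cut fragments per cell that the authors made by demultiplexing, trimming with cutadapt v.3.5, alignment with bwa v.0.7.17-r1188 according to the methods (the deposited labels of the bone marrow samples name BWA 0.7.16a-r1181), tagging and counting with the SCMO tools. Counts of bone marrow are in 50 kb bins at a mapping quality of at least 40, and those of whole marrow are from the first read after a filter on bins by the authors. Counts of embryos are in 50 kb bins, and counts of macrophages are over gene bodies, as deposited. The labels of the embryo and macrophage samples name the mm10 build, and those of bone marrow name no build. Bins were therefore checked against the chromosome lengths of GRCm38, and none lies beyond a chromosome end. In the macrophage tables nearly every count is even, and the same holds for cells of some embryo plates, as if both reads of a pair had been counted. These counts were used as deposited, counting intervals were computed on halved counts, and halving was tried as an alternative. A cell of the embryo tables with under 5% odd counts was taken to hold 2 counts per fragment.

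The p values of double-incubated bone marrow cells are a fraction, the probability under the authors' fitted mixture model that a cut in a bin comes from the first of the 2 marks, given for bins kept by the authors and interpolated by them for all bins. For embryos, the authors deposited for each cell the fitted share w of its cuts, the natural log (ln) of the probability of its cluster pair, and the cluster names. The ln values were not used here. For macrophages, the authors deposited a score from 0 to 1, the pseudotime of each double-incubated cell in each mark with its standard error, fitted by them after each cell was summed with 25 neighbours. The header does not name the mark of each score, and the first was taken as H3K4me1 from the order in which the marks are named and from the relation shown in Fig. 5e. Sorted cell types were read from the well positions the authors list.

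Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Gene positions, transcription start sites and GC content are from GRCm38. Depth per sample, as total and median count per cell, is given where each experiment is introduced. Values without replicates carry exact 95% Poisson or Clopper-Pearson intervals, which hold counting error only.

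In the macrophage time course, single-incubated cells were summed per day and mark. Gene bodies were tested for a slope over the 8 days with edgeR (filterByExpr, TMM, quasi-likelihood F-test, Benjamini-Hochberg adjusted p under 0.05), and slopes of the 2 marks were compared by the mark by day interaction in 16 sums. The days are the replicates of a single culture. Sizes of change compare days 6 and 7 with days 0 and 1 with a prior count of 2. The gene lists were also tested by camera with its preset correlation and with an estimated one, and by fry. Pseudotime of single-incubated cells was rebuilt by latent Dirichlet allocation (30 topics, cell parameter 1.67, 100 iterations of expectation maximization) as the first principal component of the fitted profiles, scaled from 0 to 1. The exponential of the paper was fitted to log2 CPM in 20 groups of equal cell number, over a grid of rates that reaches beyond 0.01 and 50, and a rate outside these 2 limits was counted as run to a limit.

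In embryos, single-incubated cells were summed per stage for erythroid cells and for other cells (H3K36me3) or nonblood cells (H3K9me3), and the same edgeR test was run with stage as a block. The H3K9me3 comparison has no nonblood sum at E9.5. The log2 ratio of the marks in double-incubated cells, log2 of w over 1 minus w, was tested across the 3 pools by an exact permutation test. Cluster pairs were also chosen anew by maximum likelihood from raw counts.

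In purified cells, counts were summed per sorted type. Cells whose centred logit of p was within 0.02 of one another were taken as 1 cluster pair, and each pair was named by the sums whose log2 ratio it correlates with best. Bins with at least 20 counts and at least 4 times the CPM of both other types were counted, without a test. Regions were divided where the median p crosses 0.5. In whole marrow, H3K4me1 cells were clustered by Ward's method on 15 principal components of bins with a count in at least 10 cells, and the 10 clusters were named from marker lists where a list reached 1.25 times the level of all cells. Double-incubated and H3K27me3 cells took their names from these clusters through the deconvolved sums. The Igk locus was measured as the mean p over its bins per cell. Double-incubated neutrophils were ordered by resemblance of their deconvolved H3K4me1 to one neutrophil cluster over the other.

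Named genes follow a rule fixed beforehand: for each mark of the macrophage course and each comparison of embryos, the 10 features with the largest rise and the 10 with the largest fall past the threshold and in one direction, every gene the paper names, and up to 4 members of each gene list with the smallest p; for bone marrow, the genes and loci the paper names. Outside the rule, bins and genes were chosen after their values were seen: the Gimap, Irf8 and Ikzf2 bins of purified cells, the genes of mature B cells, and the genes that set apart early double-incubated macrophage cells. Bone marrow genes that the paper does not name also fall outside it, some of them from marker lists set beforehand. Among them are Ebf1, Blnk, S100a8, Csf3r, Eomes, Tbx21, Rag1, Dntt, Il7r, Erg and Lef1. Lists were of cell types and functions, and families were taken by symbol prefix.

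The tests were tried on simulated data. A simulated 2-fold change over 7 days was found in 97% of gene bodies in H3K4me1 and 57% in H3K36me3, with 5.29% and 6.02% of calls false. In embryos a simulated 4-fold difference was found in 75% of bins for H3K9me3 and 19% for H3K36me3. Alternatives covered the count model (DESeq2), scaling, filters, the time scale, single days, plates and pools left out, depth, priors, limits on p, the interpolated matrices, the average and the source of cluster pairs.

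Not analysed here were raw counts of the double-incubated purified cells, deconvolved tracks, published expression data and the likelihoods of marrow cell pairs. Cell type labels of whole marrow were not used here. Results for some genes are not reported here. Plates marked E10 in the H3K36me3 embryo table have no stage in the authors' table and were left out of the stage sums.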

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

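The tests of random orders of days, of few cells, of p over all bins and of cluster names in this part were chosen only after the results had been seen. The values for depth and for genes with few counts come from alternatives set beforehand, but were read as tests of an explanation only after they had been seen. The test of slopes between marks was set beforehand.

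Day 0 of the macrophage course had the fewest cells and the lowest total count in each of the 3 incubations. Its median H3K4me1 count per cell was 8263, against 13134 to 17042 on the other days. In its sums 6 gene bodies had no H3K4me1 count (0 on every other day), 62 had no H3K36me3 count (0 to 5 on the other days) and 1 had no count in double-incubated cells (0 on the other days). By Dixon's test the gap passes the 95% critical value in 4 of the 9 groups of 8 days that were tested, where chance flags about 1 group in 20. In 2 of these 4 all other days are at 0, so that any other value passes, and the 9 measures share cells and depth and are not independent, so this count does not show that day 0 stands apart by more than its depth. The cause was not tested.

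Over days, the slope of 1448 of 6888 gene bodies differed between H3K36me3 and H3K4me1 in the test of the difference itself (edgeR's quasi-likelihood test of the interaction), with the higher slope in H3K36me3 at 785 and in H3K4me1 at 663. In each mark the calls over days exceed those of random orders of the 8 days, so chance order is excluded: 1 of 100 orders, the real one, called as many in H3K4me1 (2366, highest other 1152), and 1 of 100 in H3K36me3 (1960, highest other 388).

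Changes in H3K36me3 were larger than in H3K4me1, with a ratio of the median absolute log2 changes of 1.44 over 6888 gene bodies. A difference in depth is argued against, since the ratio was 1.43 after thinning the deeper mark on every day. Noise of genes with few counts as the whole cause is argued against by a ratio of 1.24 over 2473 gene bodies with at least 50 counts in every sum, though the lower value leaves room for a part. What stays open is the background of each antibody, which was not measured, and the differing range of the marks over silent genes. A candidate explanation is that transcription changes H3K36me3 over gene bodies more than H3K4me1, which these tables do not separate from the antibodies.

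In embryos, 192 of 497 bins that hold zinc finger genes were lower in H3K9me3 of erythroid cells than of nonblood cells and 10 were higher, by edgeR's quasi-likelihood test with Benjamini-Hochberg. The paper does not discuss this gene family. With total counts instead of TMM 212 bins were lower and 8 higher, and with DESeq2 77 and 1. The camera test gave an adjusted p = 2.11e-11 with the preset correlation and adjusted p = 0.463 with an estimated correlation between bins, so bins that move together limit this result. It rests on the 2 pools of E10.5 and E11.5, each giving both groups, with 1 residual degree of freedom, since E9.5 has no nonblood sum, and the groups are the authors' clusters of the same H3K9me3 counts.

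In purified cells, H3K27me3 of granulocytes at a bin of Gimap genes (chromosome 6, 48700001 to 48750000) reached 160 (149 to 172) CPM, against 9.40 in B cells and 10.2 in NK cells. The Gimap genes act in lymphocytes, and the paper does not discuss them. H3K9me3 of B cells at a bin of Ikzf2 (chromosome 1, 69550001 to 69600000), a transcription factor gene of lymphocytes and progenitors, reached 40.8 (34.7 to 47.6) CPM, against 6.59 in granulocytes and 7.26 in NK cells. Both bins were found by their size among all bins, from 1 pool per type and without a test. For H3K27me3 in granulocytes, 84.2% of the bins found in even wells held in odd wells and 54.2% of those found in odd wells held in even wells, and for H3K9me3 in B cells 7 of 11 and 7 of 9.

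In NK cells, 336 bins had at least 4 times the H3K9me3 of both other types, many more than in B cells (7) or granulocytes (0). Of 1758 such bins found in even wells, 3.64% held in odd wells, against 99 of 142 for the H3K27me3 bins of NK cells. The excess is therefore consistent with a few cells of high counts in those bins, of which 5 held 55.9% of the counts. Without these 5 cells 31 bins remain. With all cells kept, 48.7% of the 113 bins found in odd wells held in even wells. Whether those cells differ in preparation or in type was not tested, and no biological explanation was tested.

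At the Igk locus, p was higher in pro-B-like than in B-like cells, by 0.231. A higher p over all bins as the whole cause is argued against, since the difference at Igk exceeds the difference over all bins, 0.120, by 0.111. Exchanged names of the 2 clusters stay open: H3K4me1 over Cr2, Fcer2a and H2-Aa together was 2.82 times higher in B-like cells, but Cr2, Fcer2a and H2-Aa were chosen after the clusters had been seen, and of the paper's markers Pax5 (114 in pro-B-like against 147 CPM per bin), Igkv3-2 (42.1 against 13.7) and Cd72 (186 against 123) run against the names. The mixture of stages within each cluster, the width of the bins, and a true decline of the share of H3K4me1 from the pro-B to the B cell stage also stay open. So does the H3K27me3 cluster that most B-like cells share with innate lymphocytes.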

How the results depend on the processing

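Alternatives were set before the data were examined, apart from halved counts, omission of the deepest day 0 cell, of white blood cells or of 5 NK cells, genes called in either mark for the shares, means of double-incubated cells and another random start, which were chosen after seeing the data. Of the values that answer a comparison, 99 under the alternatives set beforehand and 15 under those added stayed within their spread or within 1.5 times, and 52 and 6 did not. Directions turned for the balance of H3K36me3 bins in embryos (282 higher and 1348 lower, but 898 and 554 without E11.5 and 250 and 219 without E10.5), for the balance of slopes between marks (785 higher in H3K36me3 and 663 in H3K4me1, but 892 and 929 by DESeq2), and in whole marrow between limits of p, for GC content (41.1% on the H3K27me3 side and 41.3% on the other at p of 0.5, 41.6% and 40.5% at the median p) and TSS distance (87.6 and 53.1 kb, then 73.5 and 74.8 kb). The cause of each move below was not tested unless stated.

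Counts of macrophage gene bodies held within 1.5 times in every alternative run. H3K4me1 calls, 2366, ranged from 1822 without day 1 to 2490 without day 0, with 2359 by DESeq2. H3K36me3 calls, 1960, ranged from 1439 without day 6 to 2283 without day 0, with 2190 by DESeq2. Slopes that differ between marks, 1448, ranged from 1007 without day 7 to 1821 by DESeq2. The filter on low counts removed no gene body there, so its omission tests nothing, and a minimum of 1000 counts per cell changed neither H3K36me3 calls nor any count of embryo bins.

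In embryos, H3K9me3 bins fell from 13876 to 2951 with DESeq2 and stayed between 12455 and 13931 otherwise. H3K36me3 bins rose from 1630 to 3358 with stage left out of the model, that is, without the block for pools, and to 2393 with halved counts (790 higher and 1603 lower). Leaving out 1 pool gave 469 to 1452 bins, lowest without E10.5, the deepest pool. H3K9me3 without E9.5 gave 13931, and without E10.5 or E11.5 the model was not run, since no residual degrees of freedom are left. Among 10 splits of the 6 H3K36me3 sums only 1, the real one, called as many bins, 1630 against at most 2, and 10 splits are too few for a share under 0.05. The H3K36me3 comparison is limited, since a simulated 4-fold difference was found in 19% of its bins. The simulated dispersion was 0.117 there and 0.0226 for H3K9me3, and the parts of depth and dispersion were not separated.

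The ratio of H3K36me3 to H3K4me1 changes, 1.44, was 1.55 in genes called in either mark, 1.43 after thinning, 1.37 with a prior count of 10, 1.24 with at least 50 counts and 1.49 without the deepest day 0 cell, always above 1. The median share of H3K4me1 at day 3 exceeded that of H3K36me3 by 3.71 points, and by 0.808 for rising genes, 8.27 for falling genes, 9.56 with days 0 and 7 as ends and 10.1 for genes called in either mark. These shares were not computed without the deepest day 0 cell.

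The day of the largest H3K4me1 step, 1, was 4 in double-incubated cells (5 by means), 4 on plate 1 and 3 on plates 4 and 8 of that mark. That of H3K36me3, 3, was 4 in double-incubated cells (2 by means) and on plates 3 and 5 of its own. The days by means would be exchanged if the scores of the marks were. Means instead of medians gave 0.305 and 0.938 for paired H3K36me3 pseudotimes at 0.5 to 0.6 and 0.8 to 0.9, against 0.281 and 0.953. The rate of H3K36me3, 2.16, was 2.32 with 10 groups, 2.01 with 40, 1.97 on linear CPM, 2.50 for rising genes, 1.65 for falling genes and 2.32 from another random start.

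Choosing cluster pairs anew from raw counts put 99.9% of nonblood cells (98.9%) with the nonblood H3K9me3 cluster and 0% of white blood cells (100%, 17 cells) with their own. The correlation of H3K9me3 between stages, 0.826, was 0.740 over the 2000 bins with the most counts. The ratio of the marks in erythroid against other cells, -1.75, stayed negative in all 6 alternatives and was weakest without E11.5, at -1.45. In purified cells, the H3K9me3 cluster alone gave 23.7% wrong B cell calls (10%), and the H3K27me3 cluster alone raised NK cell sensitivity to 91.3% (74.0%), so most NK cells that miss their pair do so on its H3K9me3 side.

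Shares of bins at the ends of p were lower in the interpolated matrix (46.2%, 50.4% and 57.1% in B cells, granulocytes and NK cells) and, by construction, higher at limits of 0.2 and 0.8 (75.2%, 72.5% and 81.4%). Against B cells, the left Bcl2 border of granulocytes (250 kb) moved to 0 at p of 0.4 and 325 kb at 0.6. Their right border (0) moved to -175 kb at 0.6 and -25 kb when interpolated, and that of NK cells (0) to 50 kb when interpolated. The Crim1 border of granulocytes (175 kb) was at 100 kb at 0.6 and 150 kb interpolated, and that of NK cells (-225 kb) at -300 and -250 kb, so it lay upstream in each. At 8 times instead of 4 times, H3K27me3 bins numbered 0, 10 and 2 in B cells, granulocytes and NK cells, and H3K9me3 bins 0 in B cells and 11 in NK cells, fewer by construction. H3K9me3 bins of NK cells, 336, were 118 with at least 50 counts and 31 without 5 cells. Mean p at Igk was 0.519 in pro-B-like and 0.287 in B-like cells, in the order of the medians.

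For named genes and bins, the direction and side of the threshold held in 2139 comparisons under the alternatives set beforehand, 66 lost their call and 24 gained one. Under added alternatives 357 held, 3 lost and 4 gained a call.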

Differences from the paper's values

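Numbers of cells differ from the paper's by more than 1.5 times in 10 groups. Other groups differ by less, such as 714 marrow cells with H3K4me1 (the paper's 639). The tables of purified cells hold 720 wells for H3K27me3 (the paper's 367) and 720 for H3K9me3 (the paper's 376), and 566 and 506 of these have at least 1000 counts. Whole bone marrow has 698 double-incubated cells (the paper's 1711). The paper gives 1711 for its linked maps of both marks, and whether this includes single-incubated cells was not tested. In the macrophage course, H3K4me1 cells number 226 on day 5 (the paper's 383), 291 on day 6 (the paper's 488) and 322 on day 7 (the paper's 519). H3K36me3 cells number 213 on day 4 (the paper's 384), 220 on day 5 (the paper's 366), 251 on day 6 (the paper's 522) and 274 on day 7 (the paper's 567). The minimum of 1000 counts per cell does not raise the macrophage numbers, and no other alternative set before the data were examined changes a number of cells. With the double-incubated cells of each day added, an alternative chosen after seeing the values, the numbers of H3K36me3 on day 4 and of both marks on days 5 to 7 come within 1.5 times the paper's, and those of H3K4me1 on day 1 and of H3K36me3 on days 0 to 2 leave that range. On day 7 the sums are 567 for H3K4me1 (the paper's 519) and 519 for H3K36me3 (the paper's 567), each equal to the paper's number for the other mark, and on day 6 they are 527 (the paper's 488) and 487 (the paper's 522). On no day before day 7 does such a sum equal a number of the paper for the same day.

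At the Igk locus, the paper describes a repressed state in pro-B cells and an active one in B cells. Here the median p was 0.515 in pro-B-like and 0.284 in B-like cells, and means (0.519 and 0.287) and the interpolated matrix gave the same order. At Pax5, a marker of pro-B cells in the paper, H3K4me1 was lower in pro-B-like than in B-like cells (114 against 147 CPM per bin). On its markers of more differentiated B cells, H3K4me1 was higher in pro-B-like cells at Igkv3-2 (42.1 against 13.7) and Cd72 (186 against 123) and alike at Irf4 (206 against 199). The names rest on markers of early B cells set beforehand, such as Rag1 at 228 against 99.8, and Cr2, a gene of mature B cells chosen after the clusters had been seen, had 28.5 against 127. The clusters here are of all marrow cells, wider groups than the reclustered B lineage of the paper.

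In whole marrow, the paper finds a higher GC content in H3K27me3-specific than in H3K4me1-specific regions. The paper used a limit for each cluster, and at each type's own median p this held in 8 of 8 named cell types here. Between the outer 20% of p it held in 6 of 8, and at p of 0.5 in 3 of 8. Over all cells the medians were 41.6% and 40.5% at the median p, 43.4% and 43.1% between the outer 20%, and 41.1% and 41.3% at p of 0.5, only the last against the paper's direction. For the distance to a TSS, which the paper finds shorter in H3K4me1-specific regions, 7 of 8 types went the same way at p of 0.5, 8 of 8 between the outer 20% and 4 of 8 at the own median p, where it was also reversed over all cells (74.8 against 73.5 kb).

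Along neutrophil differentiation, the paper shows H3K4me1 rising at Retnlg and falling at Hoxa. Along the order used here, H3K4me1 at Retnlg was 75.7, 118 and 69.9 CPM per bin, with overlapping intervals. The last value rests on 9.6 assigned counts. At Hoxa it was 10.5, 17.4 and 30.5 on 12.1, 12.7 and 12.6 assigned counts, also with overlapping intervals. Neither locus can thus show a rise or a fall of H3K4me1. Over the neutrophil marker list H3K4me1 was 117, 178 and 198 CPM per bin, the first interval below the others. This order was itself built from H3K4me1 of these cells. H3K27me3 at Hoxa rose from 150 to 603 CPM per bin, the paper's direction, and at Retnlg it changed from 6.53 to 4.63 on fewer than 3 counts. The order is not the paper's pseudotime, and it cannot be told apart from depth: the median count fell from 5767 to 1715 along it, and among single-incubated neutrophils Hoxa had 505 CPM per bin in the group of lowest and 276 in that of highest depth.

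At Bcl2 the paper places the transitions at one position in all cell types. The left crossing of granulocytes lay 250 kb from that of B cells at p of 0.5, 325 kb at 0.6 and 0 kb at 0.4, the last in the paper's direction. The overall share of H3K27me3 cuts in a cell also moves a crossing and was not separated from it. The right crossing lay at the same position in the 3 types at p of 0.5 and 0.4, as in the paper, but -175 kb from that of B cells in granulocytes at 0.6, and -25 kb in granulocytes and 50 kb in NK cells in the interpolated matrix.

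For the macrophage steps, the paper puts the largest H3K4me1 change 1 day before that of H3K36me3. Here the steps fell on days 1 and 3 by medians and on days 2 and 3 by means, and in double-incubated cells on day 4 for both marks.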

Other observations

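The values in this part come from comparisons chosen only after the data were seen, apart from the test of slopes between marks, which was set beforehand.

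Of the 54 day 0 cells with H3K36me3, 1 cell holds 99154 of 578214 counts (17.1%), and the next cell 44196. Over 41 gene bodies of macrophage, lysosome and cholesterol lists, H3K36me3 in that cell was 7786 (7028 to 8603) CPM, against 4133 (3880 to 4399) in the other 53 cells, 4250 on day 1 and 9059 on day 7. Over 14 stem and progenitor genes it was 1009 (749 to 1330) CPM, against 2501 (2304 to 2709) in the other day 0 cells, 2201 on day 1 and 832 on day 7. The deepest H3K4me1 cell of day 0 holds 6.94% of the counts and does not stand apart, with 6203 CPM over the 41 gene bodies against 6255 in the other cells.

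Among double-incubated macrophage cells of days 3 to 5, 29 cells from 7 plates had a pseudotime, taken as that of H3K4me1, under 0.3, with a median of 6822 counts against 14216 in the other 481. Over stem and progenitor genes their signal of both marks was 3780 (3435 to 4152) CPM against 2219, over macrophage identity genes 1415 against 2339, over neutrophil genes 354 against 219 and over lymphoid genes 94.9 against 375. Housekeeping genes had 388 against 367 CPM. Prom1, a gene of progenitors, had 406 against 68.9 CPM. These cells were picked by a pseudotime made from the same counts, so the lists describe them and do not test them.

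Some genes gained H3K36me3 over the days with no call in H3K4me1. Ms4a4a rose by 0.69 per day on the log2 scale in H3K36me3 (H3K4me1 0.03), Cacna1b by 0.65 (H3K4me1 -0.01) and the interferon response gene Rsad2 by 0.60 (H3K4me1 0.02). The slopes of the 2 marks differed at each (adjusted p = 7.03e-06, adjusted p = 7.03e-06 and adjusted p = 0.00249 from edgeR's quasi-likelihood test). Zfp36 fell in H3K4me1 by 0.43 per day, Nfkbia by 0.37 and Dusp1 by 0.26, with no call in H3K36me3. The slopes differed between marks at Zfp36 (adjusted p = 0.00553 from edgeR's quasi-likelihood test), and not past the threshold at Nfkbia (adjusted p = 0.0539 from the same edgeR quasi-likelihood test) or Dusp1 (adjusted p = 0.253 from edgeR's quasi-likelihood test).

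In purified B cells, several of the bins with the highest H3K27me3 over the other types lie among kappa light chain V segments, such as chromosome 6, 70000001 to 70050000, with 50.3 CPM against 7.50 in granulocytes and 9.92 in NK cells. Of 698 double-incubated marrow cells, 586 have an H3K27me3 cluster that carries the name of their H3K4me1 cluster.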
